# Differential RelA- and RelB-dependent gene transcription in LTβR-stimulated mouse embryonic fibroblasts

**DOI:** 10.1186/1471-2164-9-606

**Published:** 2008-12-16

**Authors:** Agnes Lovas, Dörte Radke, Daniela Albrecht, Z Buket Yilmaz, Ulrich Möller, Andreas JR Habenicht, Falk Weih

## Abstract

**Background:**

Lymphotoxin signaling via the lymphotoxin-β receptor (LTβR) has been implicated in biological processes ranging from development of secondary lymphoid organs, maintenance of spleen architecture, host defense against pathogens, autoimmunity, and lipid homeostasis. The major transcription factor that is activated by LTβR crosslinking is NF-κB. Two signaling pathways have been described, the classical inhibitor of NF-κB α (IκBα)-regulated and the alternative p100-regulated pathway that result in the activation of p50-RelA and p52-RelB NF-κB heterodimers, respectively.

**Results:**

Using microarray analysis, we investigated the transcriptional response downstream of the LTβR in mouse embryonic fibroblasts (MEFs) and its regulation by the RelA and RelB subunits of NF-κB. We describe novel LTβR-responsive genes that were regulated by RelA and/or RelB. The majority of LTβR-regulated genes required the presence of both RelA and RelB, revealing significant crosstalk between the two NF-κB activation pathways. Gene Ontology (GO) analysis confirmed that LTβR-NF-κB target genes are predominantly involved in the regulation of immune responses. However, other biological processes, such as apoptosis/cell death, cell cycle, angiogenesis, and taxis were also regulated by LTβR signaling. Moreover, LTβR activation inhibited expression of a key adipogenic transcription factor, peroxisome proliferator activated receptor-γ (*pparg*), suggesting that LTβR signaling may interfere with adipogenic differentiation.

**Conclusion:**

Microarray analysis of LTβR-stimulated fibroblasts provided comprehensive insight into the transcriptional response of LTβR signaling and its regulation by the NF-κB family members RelA and RelB.

## Background

NF-κB transcription factors are essential for innate and adaptive immunity, cell survival, cellular stress responses, development and maintenance of lymphoid organ structures, and other biological functions [1-3]. The vertebrate NF-κB family includes five structurally related members, the Rel proteins RelA (p65), RelB, cRel, and the NF-κB proteins p50 and p52. Among the Rel/NF-κB family, only RelA, RelB, and cRel contain C-terminal transcriptional activation domains enabling them to directly regulate transcription. The other two members, p50 and p52, are synthesized as p105 and p100 precursors, respectively. The Rel and NF-κB proteins can form different homo- and heterodimers (for example p50-RelA or p52-RelB) that bind to DNA target sites, so-called κB sites. In resting cells, Rel/NF-κB proteins associate with inhibitory κB molecules (IκBs) and are retained in the cytoplasm as inactive forms [4].

Two major NF-κB signaling pathways can be distinguished, the classical or canonical and the alternative or non-canonical pathway. In response to stimulation of transmembrane receptors like tumor necrosis factor receptor (TNFR)-1 or Toll-like receptor (TLR)-4, signaling cascades are initiated that lead to the liberation of Rel/NF-κB complexes from their IκB molecules. As a result, they translocate to the nucleus and regulate transcription of numerous target genes. This classical pathway involves phosphorylation of IκBα by the NEMO (NF-κB essential modulator)/IKKγ- and IKKβ-containing IκB kinase (IKK) complex followed by its ubiquitin-dependent proteasomal degradation. Regulation of gene transcription is predominantly mediated through p50-RelA and p50-cRel heterodimers and target genes are mainly involved in innate immunity, cell survival, and inflammation. A few inducers of NF-κB, like LTβR, are able to trigger an additional, so-called alternative or non-canonical pathway through the activation of NF-κB-inducing kinase (NIK) and IKKα. The alternative pathway governs gene regulation mainly through p52-RelB heterodimers that are generated from the inactive cytoplasmic p100-RelB complex via signal-dependent processing of the p100 inhibitor to p52. This pathway controls genes that are predominantly involved in adaptive immunity and lymphoid organ development [5-11]. Recent findings by Hoffmann and colleagues extend this scenario. They could show that not only RelB- but also RelA-containing complexes can be released from the p100 inhibitor after LTβR stimulation [12-14].

This report focuses on the transcriptional response downstream of the LTβR and its regulation by RelA and RelB. The role of LTβR signaling in development and organization of secondary lymphoid structures is well documented (reviewed in [8,15-17]). We are interested in similarities and differences in RelA and RelB function in lymphoid organ development. However, a major problem is that RelA-deficient (*relA*^-/-^) mice are embryonic lethal due to tumor necrosis factor (TNF)-induced hepatocyte apoptosis [18]. Moreover, RelB-deficient (*relB*^-/-^) mice display impaired secondary lymphoid organ development and suffer from an autoinflammatory syndrome that also affects organization and function of lymphoid tissues [19,20]. Thus, stromal compartments that display LTβR signaling and thereby have an organizational role in the development of lymphoid organs cannot be used for *in vivo *gene expression studies from the above animals. Therefore, we applied MEFs established from wild-type (wt), *relA*^-/-^, and *relB*^-/- ^mice as an *in vitro *model system. Also, there is increasing evidence that LTβR functions beyond lymphoid organs, as it is involved in liver regeneration, hepatitis [21], and hepatic lipid metabolism [22]. We therefore hypothesized that LTβR signaling, via RelA and/or RelB, may participate in physiological processes other than lymphorganogenesis. MEFs with different genotypes (wt, *relA*^-/-^, and *relB*^-/-^) allowed us to dissect specific RelA and RelB activities in the regulation of gene transcription after LTβR stimulation. In wt MEFs, LTβR signals were predominantly transduced by RelA- and/or RelB-containing dimers. Upon LTβR signaling in *relA*^-/- ^cells, gene regulatory events were mediated by RelB and *vice versa *in *relB*^-/- ^cells, changes in gene expression were mediated by RelA. Using this system, we describe novel LTβR-responsive genes that were regulated solely by RelA or RelB or by both RelA and RelB.

## Results and discussion

### LTβR stimulation of MEFs

For LTβR stimulation, MEFs of each genotype were either left untreated or were treated with agonistic anti-LTβR monoclonal antibody (mAb) for 2.5 or 10 h. For each treatment group, cells from four experiments were pooled. Nuclear protein extracts were used in electrophoretic mobility shift assays (EMSAs) to verify proper LTβR signaling (Figure 1). In wt cells, LTβR signaling resulted in modest induction of κB-binding complexes at the early time point (2.5 h) but strong induction after 10 h of stimulation. Dissection of these complexes with supershifting antibodies revealed that the faster migrating complex contained RelB and the slower migrating complex contained RelA. As expected, in wt cells both RelA and RelB complexes were activated in response to LTβR signaling, whereas in *relA*^-/- ^cells only RelB- and in *relB*^-/- ^cells only RelA-containing κB-binding complexes were induced (Figure 1). Recently, slow and relatively weak DNA-binding of NF-κB complexes in response to LTβR ligation was reported [12]. The plateau was reached between 10 and 15 h of LTβR stimulation corresponding to a 2- to 3-fold induction of NF-κB DNA binding. Our results are in agreement with these observations: for each genotype the strongest induction of κB-binding complexes was observed at 10 h. For gene expression profiling we therefore used total RNA isolated from untreated (0 h) and 10 h agonistic anti-LTβR mAb treated wt, *relA*^-/-^, and *relB*^-/- ^MEFs, assuming that stronger DNA-binding activity reflects stronger gene expression changes controlled by NF-κB transcription factor complexes.

**Figure 1:**
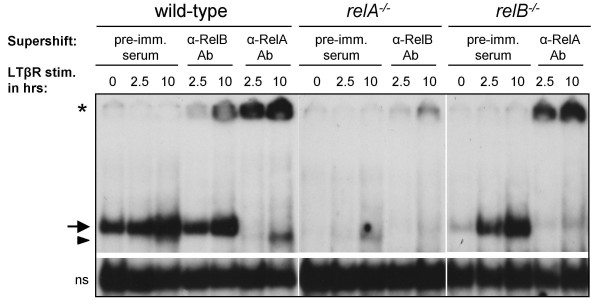
**Confirmation of LTβR stimulation: induction of RelA- and RelB-containing DNA-binding complexes**. Wild-type, *relA*^-/-^, and *relB*^-/- ^MEFs were treated with agonistic anti-LTβR mAb for the indicated times and subsequently nuclear extracts were prepared and analyzed by EMSA for NF-κB DNA-binding activity using an Igκ oligo. Specific Igκ DNA-binding complexes are indicated by arrow (RelA-containing dimers) and arrowhead (RelB-containing dimers). Non-specific DNA binding complexes (ns, lower lane) serve as loading control. Supershift analysis was performed using pre-immune serum (pre-imm. serum), anti-RelA antibody (α-RelA Ab), and anti-RelB antibody (α-RelB Ab). Supershifted complexes are indicated by asterisk.

### Global gene expression in response to LTβR stimulation in MEFs

To identify RelA- and RelB-regulated genes after LTβR stimulation, we carried out microarray analysis using total RNA from the experiment described above hybridized to CodeLink UniSet Mouse 20K I bioarrays. 

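RNA of 6 groups was read: wt, *relA*-/- and *relB*-/- mouse embryonic fibroblasts (MEFs), each untreated (0 h) or after 10 h with the agonistic antibody. Each group holds 3 arrays of RNA from cells pooled over 4 experiments, so every p-value below measures technical spread alone. The targeted gene itself reads as the labels say in *relA*-/- cells: the *Rela* probe lay above background on all 6 wt and all 6 *relB*-/- arrays and on 0 of 6 *relA*-/- arrays. The deposited scanner tables give a background-subtracted spot intensity and a quality flag for each probe. Of 19801 discovery probes, the 19629 without a manufacturer's exclusion (MSR) flag on any of the 18 arrays were kept. Intensities under 0.01, 252 to 784 per array, were set to 0.01, scaled to the array median, put on the log2 scale and quantile normalized across all arrays. The authors' deposited log2 values hold 19580 probes, and the lowest correlation of an array with its own values there was 0.9998. Probes above background numbered 8305 to 9039 on wt 0 h, 8807 to 8963 on wt 10 h, 8159 to 8183 on *relA*-/- 0 h and 6581 to 6784 on *relA*-/- 10 h arrays. On *relB*-/- arrays they numbered 8001 to 8593 at 0 h and 8394 to 8707 at 10 h. Correlation within a group was 0.937 to 0.951 on *relA*-/- 10 h arrays and 0.969 to 0.980 on the others. All 3 *relA*-/- 10 h arrays, and no others, come from slide lot 2, so in these cells the lot cannot be told apart from treatment. The wt arrays were hybridized in batches 1 and 2, the *relA*-/- arrays in batch 3, and the *relB*-/- arrays in batch 4 except 1 at 0 h in batch 2. A transcript was tested in a genotype if its probe was above background on at least 2 of 3 arrays at either time. It counts as changed at a limma adjusted p under 0.05 and a fold change of at least the detectable change of the methods section (1.48, 1.54 and 1.36). Differences of change between genotypes were tested as interactions in 1 fit of all arrays, over 9599 transcripts. For a probe below background on all arrays of 1 of its groups, the change is a lower bound, "at least N-fold", taken against the highest of those arrays, each set to no less than the lowest level above background on it. The 33 gene lists and the rule for naming genes were fixed before the data were examined, but after the paper's tables had been read. The lists of cell cycle, p53 and NF-κB genes are therefore not blind to the paper's results from these arrays.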

For statistical analysis, different genotypes were analyzed separately and significantly differentially expressed genes between time points 0 h and 10 h were identified (*p *< 0.05). The fold change (FC) threshold was determined from the minimal detectable fold change (MDFC) calculated by the CodeLink Expression Analysis v4.1 software (wt: 1.48; *relA*^-/-^: 1.54; *relB*^-/-^: 1.36). 

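In wt cells 265 transcripts rose and 294 fell after 10 h of LTβR stimulation, of 9091 tested. *Zfp36*, whose protein promotes decay of inflammatory mRNAs, rose most among transcripts above background at both times, with a log2 fold change of 1.72 (SE 0.107, adjusted p 9.77e-05) at n = 3 arrays per group. *Atat1*, which encodes a tubulin acetyltransferase, rose at least 1.44-fold (adjusted p 0.00121). *Dffb*, which encodes the DNase that cuts DNA in apoptosis, fell at least 3.66-fold (adjusted p 0.000192), and *Inka1*, a kinase inhibitor gene, fell by 1.55 (SE 0.146, adjusted p 0.000331). Without the fold change threshold 1892 transcripts passed, and 3251 had an unadjusted p under 0.05. Of all tested transcripts, 39.8% had 0 h and 10 h arrays that did not overlap, against 10% by chance. With the hybridization batch as a block 265 rose and 271 fell, 472 of them among the 559; within batch 1, 292 rose and 158 fell, and within batch 2, 296 rose and 466 fell. Scaling to the array median alone gave 158 rises and 619 falls, as it moves the median change of tested transcripts by -0.13 in wt, -0.14 in *relA*-/- and 0.02 in *relB*-/- cells. The pooled variance test of the methods section, adjusted over all tested transcripts, gave 328, a normexp background correction with offset 50 gave 110, and limma without the flag filter gave 0 (2989 at an unadjusted p under 0.05). These 3 settings end many single calls and are not named again for each gene, nor is the last for enrichment in categories, which are then empty. A call said to end at an adjusted p under 0.05 falls short of the fold threshold.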

In response to LTβR stimulation, a total of 528 genes were regulated in wt cells. 

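Changes were small in every genotype: fitted rises had a median of 1.64-fold in wt, 1.69-fold in *relA*-/- and 1.51-fold in *relB*-/- cells, and falls of 1.60, 1.79 and 1.51-fold. In wt cells 44 transcripts rose and 28 fell more than 2-fold by the fitted values; 17 and 4 of these had a group below background, so that their size is not known. In *relA*-/- cells 20 rose and 43 fell more than 2-fold, 1 and 32 of them with such a group; *Slco4a1*, an organic anion transporter gene, rose most among those without one, at 3.00-fold (log2 SE 0.128, adjusted p 0.00362, n = 3 arrays per group). *Hrg*, the gene of histidine-rich glycoprotein, has the largest fitted fall there, but all its 10 h arrays lay below background and no minimum fold can be given. More than 2-fold changes in *relB*-/- cells were 27 rises and 33 falls, 15 and 7 of them with such a group, and *Enpp2* is the only changed transcript of any genotype beyond 5-fold, at a fitted 5.23-fold that stands against a 0 h level below background and is at least 1.65-fold.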

In line with the moderate NF-κB activation seen in the EMSAs the observed gene regulation was also modest: gene expression changes were in the range of +5-fold (induction) and -5-fold (repression). 

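In *relA*-/- cells 122 transcripts rose and 146 fell, of 8158 tested, and in *relB*-/- cells 325 rose and 292 fell, of 8643. Of the 559 transcripts that changed in wt cells, 389 passed in wt alone (category I), 29 also in *relA*-/- (II), 108 also in *relB*-/- (III) and 33 in all genotypes (IV). No overlap between 0 h and 10 h arrays was seen for 40.4% and 37.3% of all tested, against 10% by chance. Unadjusted p under 0.05 held for 2759 transcripts in *relA*-/- and 2784 in *relB*-/- cells; n = 3 arrays per group. Leaving out *relA*-/- 0 h replicate 1 or 2 lowers the *relA*-/- count from 268 to 126 or 127. Scaling to the median alone gives 53 rises and 486 falls in *relA*-/- and 421 rises and 241 falls in *relB*-/- cells. With the batch as a block 353 rose and 292 fell in *relB*-/- cells, 514 of them among the 617, and within batch 4, 356 rose and 285 fell. Where a probe had to be above background on all arrays compared, 109 rose and 57 fell in *relA*-/-, 229 and 232 in *relB*-/- and 192 and 218 in wt cells; among probes above background on all 18 arrays it was 87 and 52 in *relA*-/- cells. The replicate number as a block gave 69 rises and 74 falls in *relA*-/- cells, and ends the calls there of *Plk2*, *Kif23*, *Dnmt1*, *Mcl1*, *Id2*, *Cxcl1* and *Nupr1* (adjusted p 0.0543, 0.0589, 0.0584, 0.0560, 0.0509, 0.0566, 0.0676, in that order).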

We assigned the 528 LTβR-responsive genes to 4 categories: genes that were significantly regulated (i) only in wt cells (category I, n = 366), (ii) in wt and *relA*^-/- ^cells (category II, n = 30), (iii) in wt and *relB*^-/- ^cells (category III, n = 102), and (iv) genes that were significantly regulated in all 3 genotypes (category IV, n = 30) (Figure 2A; for the list of LTβR-responsive genes in wt cells see Additional file 1).

**Figure 2:**
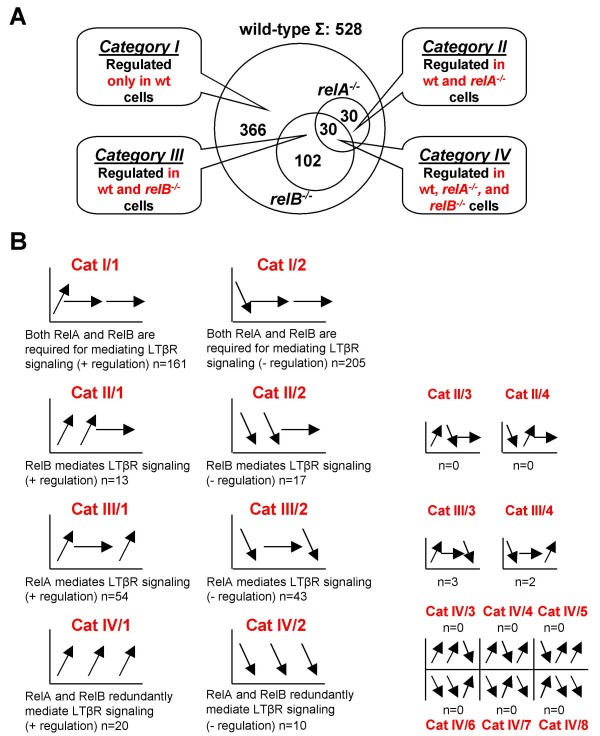
**LTβR-responsive genes can be allocated into distinct categories**. (A) Venn-diagram of significantly (*p *< 0.05) regulated genes. (B) Schematic depiction of gene expression patterns. The four main categories in (A) can be segregated into further subcategories, depending on whether their genes were upregulated or downregulated. The arrows in the plots show the direction of gene expression changes from non-induced (0 h) to the 10 h induced state in response to LTβR stimulation. The first arrow describes gene expression behavior in wild-type, the second in *relA*^-/-^, and the third in *relB*^-/- ^cells. Horizontal arrows indicate lack of change or statistically insignificant change in gene expression. Arrows pointing upwards or downwards indicate significant positive or negative regulation, respectively.

The genes in these four categories could be segregated into further subcategories, which helped us to assign regulatory mechanisms underlying the expression patterns of individual genes (see schematic depiction of gene expression behavior in Figure 2B and lists of genes belonging to different subcategories in Additional files 2, 3, 4, 5).

Category (cat) I genes were significantly regulated only in wt cells in response to LTβR stimulation. This group of genes required both RelA and RelB for their LTβR-dependent activation (cat I/1, n = 161) or repression (cat I/2, n = 205). Therefore, expression of these genes did not significantly change in either of the mutant cell lines in response to agonistic anti-LTβR mAb treatment (Figure 2B, Additional file 2).

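Of the 389 category I transcripts 173 rose (I/1) and 216 fell (I/2) in wt cells. *Ccn3*, the gene of a matrix protein, rose by 0.88 (SE 0.104, adjusted p 0.000895) in wt, with -0.19 in *relA*-/- and 0.01 in *relB*-/- cells (n = 3 arrays per group). Its change differed by 1.08 (adjusted p 0.000113) between wt and *relA*-/- and by 0.88 (adjusted p 0.000835) between wt and *relB*-/- cells. *Gtse1*, whose protein restrains p53 in the G2 phase, fell by 1.65 (SE 0.111, adjusted p 0.000114) in wt, and the differences were -1.51 (adjusted p 8.97e-06) and -1.52 (adjusted p 4.29e-06). *Slc19a2*, a thiamine transporter gene induced by p53, fell by 1.39 (SE 0.0888, adjusted p 9.77e-05), with differences of -1.27 (adjusted p 3.84e-05) and -1.44 (adjusted p 8.10e-06). The median log2 fold change of I/1 was 0.69 in wt, 0.13 in *relA*-/- and 0.22 in *relB*-/- cells, and that of I/2 was -0.67, -0.21 and -0.16. As the category requires a call in wt and none in the mutants, larger medians in wt follow in part from its definition. The interactions below use the same arrays that selected these transcripts. Direction matched wt for 68.9% of category I in *relA*-/- and 75.1% in *relB*-/- cells; 121 were not tested in *relA*-/- and 92 not in *relB*-/- cells, as their probes were too dim. By interaction 141 differed between wt and *relA*-/-, 91 between wt and *relB*-/-, 49 in both comparisons and 206 in neither. Independent draws of the same sizes would share 33. Data simulated without a genotype effect gave 0 differences in each single comparison, so their shared count of 0 was fixed and cannot gauge the 49. Both comparisons use the same wt arrays, which may add part of the 49. Missing the call in a mutant is therefore shown as a difference from wt for at most 183 of the 389, and for 143 if each group compared must have an array above background. Category I held 309 and 603 transcripts within wt batches 1 and 2, and 362 with the batch as a block.

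**Figure D1:**
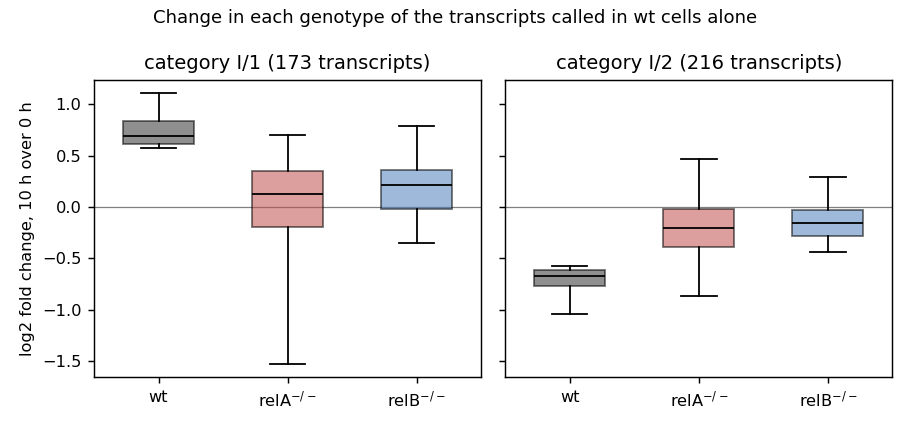
Log2 fold change of the 173 higher (I/1) and 216 lower (I/2) transcripts of category I in wt, *relA*-/- and *relB*-/- cells: box, quartiles; whiskers, 5th to 95th percentile; line, median. The category requires a call in wt and none in the mutants, so larger changes in wt follow in part from its definition.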

Category II genes were significantly regulated in wt and *relA*^-/- ^cells upon LTβR ligation. 

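In category II 13 transcripts rose and 16 fell, all 29 in the same direction in wt and *relA*-/- cells. *Col5a3*, a collagen V chain gene, rose in wt cells from 0 h arrays all below background, with no minimum fold (adjusted p 0.00478), and by 0.88 (SE 0.0782, adjusted p 0.00362) on the log2 scale in *relA*-/- cells, with 0.26 (adjusted p 0.0634) in *relB*-/- cells (n = 3 arrays per group). *Plk2*, a cell cycle kinase gene, fell by 0.97 (SE 0.0998, adjusted p 0.000548) in wt and 0.68 (SE 0.0977, adjusted p 0.0121) in *relA*-/- cells, and its change differed from *relB*-/- cells by -0.67 (adjusted p 0.0159). *Kif23*, which encodes a motor protein of cell division, fell by 1.13 (SE 0.103, adjusted p 0.000315) in wt and at least 1.42-fold (adjusted p 0.0253) in *relA*-/- cells, and differed from *relB*-/- cells by -0.98 (adjusted p 0.0156). These are the only 2 of 29 whose change differed between wt and *relB*-/- cells; 6 were not tested in *relB*-/- cells. Medians in wt, *relA*-/- and *relB*-/- cells were 0.73, 0.74 and 0.37 for II/1, and -0.74, -0.85 and -0.32 for II/2. Leaving out *relA*-/- 0 h replicate 1 or 2 leaves 11 or 15 transcripts in category II, and scaling to the median alone gives 73. The *relA*-/- call of *Plk2* ends without *relA*-/- 0 h replicate 1 or 2 or *relA*-/- 10 h replicate 2 (-0.68 to -0.61, adjusted p 0.0202 to 0.0562), and that of *Kif23* without *relA*-/- 0 h replicate 1, 2 or 3 or *relA*-/- 10 h replicate 1 (adjusted p 0.0197 to 0.0837). The difference of *Kif23* does not pass within wt batch 1 or 2 (adjusted p 0.138 and 0.0706), and that of *Plk2* not within batch 1 (-0.66 (adjusted p 0.107)).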

Genes upregulated (cat II/1, n = 13) or downregulated (cat II/2, n = 17) in both wt and *relA*^-/- ^cells, but not significantly regulated in *relB*^-/- ^cells, were considered to be RelB target genes in response to LTβR signaling. Other theoretical patterns could also be appointed to category II, but we did not find any example in our analysis for these subcategories (cat II/3, n = 0 and cat II/4, n = 0) (Figure 2B, Additional file 3).

Genes belonging to category III were significantly regulated in wt and *relB*^-/- ^cells in response to LTβR stimulation. Genes upregulated (cat III/1, n = 54) or downregulated (cat III/2, n = 43) in both wt and *relB*^-/- ^cells, but not significantly regulated in *relA*^-/- ^cells, were considered to be RelA target genes in response to LTβR signaling. 

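In category III 55 transcripts rose and 48 fell in both wt and *relB*-/- cells. *Fosl1*, an AP-1 transcription factor gene, fell by 1.02 (SE 0.106, adjusted p 0.000566) in wt and 1.25 (SE 0.0734, adjusted p 2.35e-05) in *relB*-/- cells, with -0.22 (adjusted p 0.0991) in *relA*-/- cells (n = 3 arrays per group). Its change differed between wt and *relA*-/- cells by -0.81 (adjusted p 0.000902). *Zfp36* rose by 0.66 (SE 0.0863, adjusted p 0.00180) in *relB*-/- cells, with 0.23 (adjusted p 0.153) in *relA*-/- cells and a difference from wt there of 1.49 (adjusted p 3.84e-05). *Lpar6*, a lysophosphatidic acid receptor gene, fell by 1.43 (SE 0.127, adjusted p 0.000290) and 0.61 (SE 0.0722, adjusted p 0.00117), against 0.18 (adjusted p 0.351) in *relA*-/- cells, a difference of -1.61 (adjusted p 9.30e-05). Medians in wt, *relA*-/- and *relB*-/- cells were 0.72, 0.29 and 0.65 for III/1, and -0.69, -0.43 and -0.71 for III/2. By interaction 40 of the 108 differed between wt and *relA*-/- cells (29 with each group above background) and 9 (7) between wt and *relB*-/- cells; 30 were not tested in *relA*-/- cells. Category III held 85 and 92 transcripts within wt batches 1 and 2, 114 within *relB*-/- batch 4 and 110 with the batch as a block.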

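*Egr2*, an early growth response factor gene, rose by 1.51 (SE 0.0949, adjusted p 9.77e-05) in wt and fell by 1.77 (SE 0.0801, adjusted p 7.39e-06) in *relB*-/- cells (n = 3 arrays per group). *Nr4a1*, an orphan nuclear receptor gene, rose by 1.25 (SE 0.119, adjusted p 0.000365) and fell by 0.80 (SE 0.0963, adjusted p 0.00130). *Ier3*, an immediate early survival gene, rose by 0.84 (SE 0.0911, adjusted p 0.000674) and fell by 0.48 (SE 0.0895, adjusted p 0.00883). *Cdkn1a*, which encodes the cell cycle inhibitor p21, fell by 0.81 (SE 0.148, adjusted p 0.00621) in wt and rose by 0.54 (SE 0.0972, adjusted p 0.00727) in *relB*-/- cells. *Polk*, a repair DNA polymerase gene, fell by 0.74 (SE 0.0878, adjusted p 0.000930) and rose by 0.61 (SE 0.133, adjusted p 0.0171). The change differed between wt and *relB*-/- cells for all 5, by 3.28 (adjusted p 1.37e-09), 2.05 (adjusted p 4.29e-06), 1.32 (adjusted p 0.000683), -1.36 (adjusted p 0.00128) and -1.34 (adjusted p 0.000285). In *relA*-/- cells the values of the last 4 were -0.39 (adjusted p 0.0320), -0.08 (adjusted p 0.730), -0.14 (adjusted p 0.367) and 0.26 (adjusted p 0.0666), none past the fold change threshold, and *Egr2* lay below background on all 3 arrays at 10 h. A threshold of 1.5-fold ends the *relB*-/- calls of *Ier3* and *Cdkn1a*, and the batch as a block ends that of *Polk* (0.50 (adjusted p 0.0515)); *Ier3* is also lost without *relB*-/- 0 h replicate 1 or *relB*-/- 10 h replicate 1 (-0.43 to -0.41, adjusted p 0.0242 to 0.0287).

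**Figure D2:**
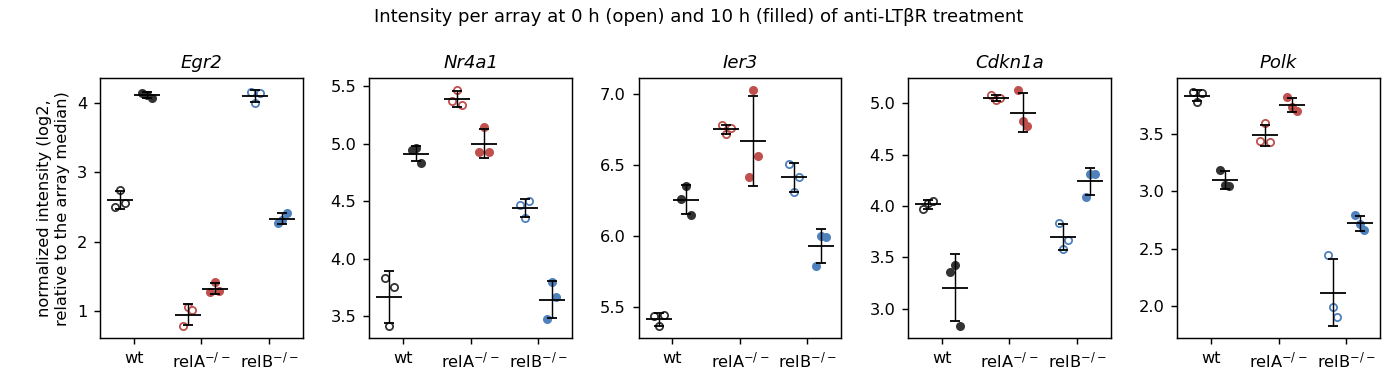
Normalized log2 intensity, relative to the array median, of the 5 genes with opposite changes in wt and *relB*-/- cells: each array at 0 h (open) and 10 h (filled), with mean ± SD, n = 3 arrays per group.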

Negligible numbers of genes in category III could also be allocated to cat III/3 and III/4 (n = 3 and n = 2, respectively) (Figure 2B, Additional file 4). However, these genes were not further analyzed. 

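Category III (108 transcripts) outnumbers category II (29), but the genotypes do not share a fold change threshold: it is 1.54 in *relA*-/- and 1.36 in *relB*-/- cells. *Birc3*, which encodes an inhibitor of apoptosis, falls short of both: its log2 fold change in *relA*-/- cells was 0.43 (SE 0.0981, adjusted p 0.0340), or 1.34-fold (n = 3 arrays per group). Also under the *relA*-/- threshold were *Tyk2*, a cytokine receptor kinase gene, at 0.50 (adjusted p 0.0153), and *Tnfrsf12a*, the receptor gene of TWEAK, at -0.44 (adjusted p 0.0112). Of the 108, 27 had an adjusted p under 0.05 in *relA*-/- cells without reaching 1.54-fold. With 1.5-fold for every genotype category II holds 42 and category III 73 transcripts; with no threshold in the mutants they hold 66 and 136. Among probes above background on all 18 arrays, a setting chosen after seeing the data, they hold 13 and 51.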

The significantly larger number of RelA- (cat III) compared to RelB-regulated genes (cat II; Figure 2A) is likely to be a consequence of the stronger LTβR-induced DNA binding of RelA compared to RelB complexes (Figure 1).

Category IV genes were significantly regulated in each of the genotypes in response to LTβR ligation. Although eight theoretically possible gene expression behaviors exist, we only found genes that belonged to two easily explainable scenarios: genes were either upregulated (cat IV/1, n = 20), or downregulated (cat IV/2, n = 10) in each genotype upon LTβR signaling (Figure 2B, Additional file 5). 

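In category IV 21 transcripts rose and 12 fell in all 3 genotypes, and no transcript changed direction. *Ccn2*, the connective tissue growth factor gene, fell by 1.45 (SE 0.110, adjusted p 0.000144) in wt, 0.95 (SE 0.0919, adjusted p 0.00463) in *relA*-/- and 1.94 (SE 0.0810, adjusted p 4.59e-06) in *relB*-/- cells (n = 3 arrays per group). *Spry2*, which encodes a brake on receptor tyrosine kinases, fell by 0.69 (SE 0.133, adjusted p 0.00771), 0.72 (SE 0.0959, adjusted p 0.00997) and, in *relB*-/- cells, at least 1.91-fold (adjusted p 0.000296). *Ddx58*, the gene of the RNA sensor RIG-I, rose by 1.05 (SE 0.0845, adjusted p 0.000179), 0.92 (SE 0.0738, adjusted p 0.00362) and 0.80 (SE 0.0800, adjusted p 0.000499). Medians in wt, *relA*-/- and *relB*-/- cells were 0.83, 0.82 and 0.75 for IV/1, and -0.73, -0.87 and -0.78 for IV/2. On these arrays *Ccl2*, *Nfkb2* and *Ccn2* differed in size of change between wt and *relA*-/- cells, and *Ccl2*, *Ccl7* and *Nfkbia* between wt and *relB*-/- cells. For *Ccn2* the difference was -0.50 (adjusted p 0.0283), which does not pass within wt batch 1 (-0.53 (adjusted p 0.0828)) or without wt 0 h replicate 1 or 3, wt 10 h replicate 1 or 3, *relA*-/- 0 h replicate 1 or 2 or *relA*-/- 10 h replicate 3 (-0.51 to -0.43, adjusted p 0.0511 to 0.0630).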

Most likely, both RelA and RelB contributed redundantly to their regulation or alternatively, a third factor/pathway controlled these genes in response to LTβR stimulation. JNK (c-Jun N-terminal kinase) is a possible candidate for such a third pathway, as there are indications that LTβR stimulation leads to activation of JNK. However, the experimental setup in those studies was different from ours as LTβR-overexpressing HEK293 cells [23] or treatment of MEFs with the LTβR agonist LIGHT (lymphotoxin-related inducible ligand that competes for glycoprotein D binding to herpesvirus entry mediator on T cells) [24] were studied.

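The 265 transcripts that rose in wt cells had a median log2 fold change of 0.71 there, 0.21 in *relA*-/- and 0.35 in *relB*-/- cells. The 294 that fell had medians of -0.68, -0.27 and -0.23. *Inka1*, which fell in wt cells, had 0.56 (adjusted p 0.0347) in *relA*-/- cells; in *relB*-/- cells, below background at 0 h, its change does not pass (adjusted p 0.146; n = 3 arrays per group). Among the 559, fold changes correlated with r = 0.31 between wt and *relA*-/-, 0.52 between wt and *relB*-/- and 0.31 between *relA*-/- and *relB*-/- cells. Over the 7638 transcripts tested in all 3 genotypes the values were 0.27, 0.43 and 0.39; transcripts are not independent samples, so no p is given.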

FC values observed in the three cell lines at 10 h compared to 0 h are displayed in a heatmap that also reflects the four categories and their subcategories (Figure 3, for a zoomable/enlarged version of FC heatmaps supplied with gene symbols and GenBank Accession Numbers see Additional file 6).

**Figure 3:**
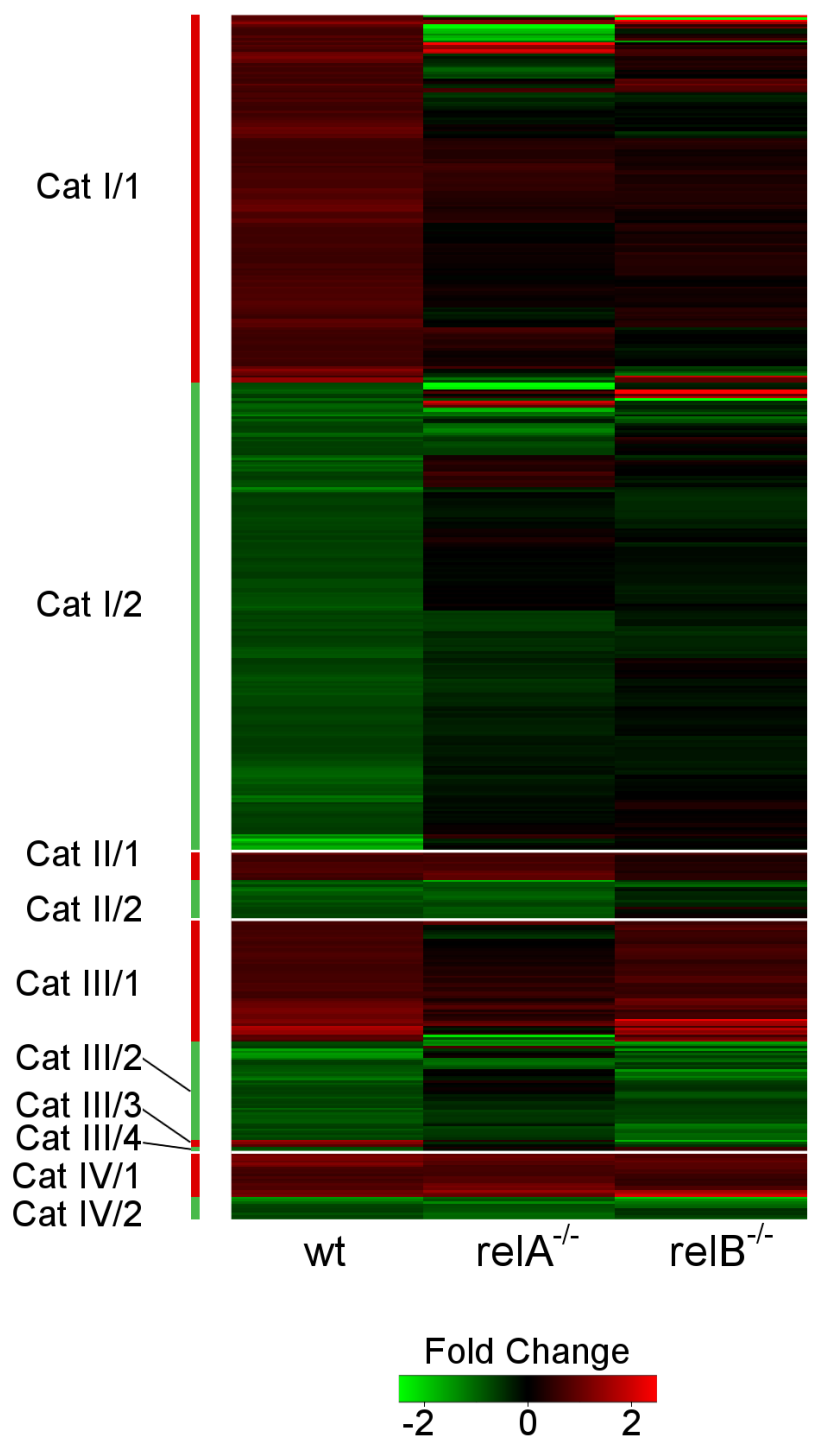
**Fold change heatmaps**. Heatmaps displaying the fold change values observed in the three different cell lines at 10 h compared to 0 h. The color code indicates the fold change values between -2.5-fold downregulation (green) and +2.5-fold upregulation (red). Fold change of -2.5 and below are depicted in the brightest green and fold change of +2.5 and above are shown in the brightest red. Black indicates no change in gene expression. Each horizontal line on the heatmap corresponds to one gene. Genes are arranged by their subcategory (see bars on the left) and main categories are divided by a horizontal white line.

Interestingly, in the two subcategories with the largest number of genes both RelA and RelB together were required for LTβR-induced gene regulation (161 cat I/1 genes for their activation and 205 cat I/2 genes for their repression). In case one of the transcription factors was missing the other one was not able to ensure regulation alone, suggesting significant crosstalk between the two NF-κB activation pathways. 

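*Mdm2*, the gene of the ligase that removes p53, fell by 1.67 (SE 0.121, adjusted p 0.000114) in wt cells, against -0.39 (adjusted p 0.0477) in *relA*-/- cells (n = 3 arrays per group). Its change differed by -1.28 (adjusted p 0.00339) between wt and *relA*-/- cells; in *relB*-/- cells its probe lay below background on all 6 arrays, so its change there is not known. *Ppm1d*, a phosphatase gene that acts in the p53 feedback, fell by 1.24 (SE 0.119, adjusted p 0.000380), with differences of -1.70 (adjusted p 5.28e-05) and -1.36 (adjusted p 0.000408). *Tm7sf2*, a sterol reductase gene, rose by 0.80 (SE 0.0899, adjusted p 0.000762), with differences of 0.65 (adjusted p 0.000800) and 0.70 (adjusted p 0.000658). Of 9599 transcripts, 1123 changed differently in wt and *relA*-/- cells (642 more positive in wt), 360 in wt and *relB*-/- cells (172), and 524 in *relA*-/- and *relB*-/- cells (217). Of these, 865, 332 and 381 had at least 1 array above background in each group compared. Of the 559 changed in wt cells, 185 differed from *relA*-/-, 105 from *relB*-/-, 59 from both and 328 from neither, where the shared wt arrays may add to the 59. Without wt 0 h replicate 2 or 3 the counts were 699 and 699 for *relA*-/- and 236 and 210 for *relB*-/- cells. Without *relA*-/- 0 h replicate 1 or 2 they were 692 and 722 for wt against *relA*-/- cells, and without *relB*-/- 0 h replicate 2 or *relB*-/- 10 h replicate 2 or 3 they were 213, 214 and 217 for wt against *relB*-/- cells. The count between *relA*-/- and *relB*-/- cells was 809 without *relA*-/- 10 h replicate 2 and 302 without *relB*-/- 10 h replicate 3. Within wt batch 1 there were 328 and 137 differences from *relA*-/- and *relB*-/- cells, within batch 2 657 and 387, and 312 from *relB*-/- cells with the batch as a block. The *Mdm2* difference from *relA*-/- cells does not pass within wt batch 1 (-1.12 (adjusted p 0.0651)). The paper takes category I as the largest group, infers that the remaining factor cannot regulate these genes alone, and from this proposes crosstalk between the canonical and alternative pathways.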

In response to LTβR stimulation, sequential engagement of the classical and alternative pathway was suggested, resulting in initial DNA binding by RelA followed by RelB complexes [7,9]. These findings may suggest a scenario where RelA binds first to the DNA in the promoter of category I genes, loosens up chromatin, thereby enabling subsequent DNA binding and gene regulatory action by RelB [25]. Alternatively, since *relB *is an NF-κB target gene [26] RelA may ensure sufficiently high expression of RelB and in the absence of RelA the reduced RelB levels cannot mediate proper regulation of certain LTβR target genes. This possibility is supported by the observation that in the absence of RelA both RelB protein levels and binding of RelB to κB sites were reduced (Figure 1 and data not shown) [13].

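*Relb* mRNA cannot be compared between genotypes on these arrays: its probe lay above background on 1 of 3 wt arrays at each time and on 0 of 6 *relA*-/- and 0 of 6 *relB*-/- arrays. *Nfkb1*, the p105/p50 gene, was 0.73 lower on the log2 scale in untreated *relA*-/- than wt cells (adjusted p 8.60e-06, n = 3 arrays per group). *Nfkb2*, the p100/p52 gene, was higher by 0.48 (adjusted p 0.000105). *Nfkbia*, the IκBα gene, differed by -2.02 (adjusted p 1.68e-10) in untreated *relA*-/- and by -1.16 (adjusted p 1.52e-07) in untreated *relB*-/- cells. Genotype differences of this kind are common: 5525 of 9599 transcripts (57.6%) differed between *relA*-/- and wt cells at 0 h, and 4390 between *relB*-/- and wt cells. Each genotype is a single cell line, so line and genotype cannot be separated. The *relA*-/- arrays were also hybridized in another batch than wt, as were all *relB*-/- arrays but 1 at 0 h. Batch may therefore add to these differences.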

### Meta analysis of LTβR-dependent transcriptomes

LTβR signaling is best known in the context of secondary lymphoid organ development and a recent expression profiling study described LTβR-dependent transcriptomes in lymph nodes and follicular dendritic cells (FDCs) [27]. However, increasing evidence suggests that LTβR also plays a role in non-lymphoid organs such as epithelial tissues during embryonic development [28] and adult liver [21,22].

To interpret our results in the light of other studies investigating LTβR signaling, we compared our LTβR-responsive genes with two recently published LTβR-dependent transcriptomes. Huber *et al*. identified transcripts in murine mesenteric lymph nodes affected *in vivo *by the administration of a soluble LTβR-Ig decoy receptor which blocks LTβR signaling [27]. A gene cluster of 80 unique transcripts that showed decreased expression after LTβR blockade was further analyzed. Twelve genes in this cluster were also associated with germinal centers (GCs)/FDC. A few common genes were found between our analysis and the LTβR-dependent transcriptomes described by Huber *et al*. *Dclk1 *and *enpp2 *(doublecortin-like kinase 1; GenBank Accession Number: NM_019978 and ectonucleotide pyrophosphatase/phosphodiesterase 2 or autotaxin; GenBank Accession Number: NM_015744) expression was moderately decreased 3 d after LTβR blockade (FC: 0.70× and 0.66×, respectively) [27]. 

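*Dclk1* (*dcamkl1*), a microtubule-associated kinase gene, rose by 0.75 (SE 0.0924, adjusted p 0.00109) in wt and 0.64 (SE 0.0836, adjusted p 0.00180) in *relB*-/- cells, with 0.15 (adjusted p 0.279) in *relA*-/- cells (n = 3 arrays per group). Its change differed between wt and *relA*-/- cells by 0.60 (adjusted p 0.00605). *Enpp2*, the autotaxin gene, rose by 1.18 (SE 0.0946, adjusted p 0.000179) in wt and at least 1.65-fold (adjusted p 4.59e-06) in *relB*-/- cells, and was below background on all *relA*-/- arrays. With the *relB*-/- 0 h arrays and all *relA*-/- arrays below background, the arrays do not give the size of its change in the mutants or a difference from wt. The paper's qRT-PCR of *Enpp2* was not re-analysed. The wt rise of *Dclk1* falls below the fold threshold under median scaling alone (0.55 (adjusted p 0.00401)), and its difference does not pass within wt batch 1 (0.50 (adjusted p 0.0888)).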

In our hands, both genes were upregulated in response to LTβR stimulation in a RelA-dependent manner (cat III/1, for *enpp2 *see also Table 12). *Enpp2 *was also found to be associated with GC/FDC in mesenteric lymph nodes [27]. Moreover, Enpp2 (also called autotaxin) has been recently described as a new molecule in lymphocyte homing through high endothelial venules (HEVs) [29]. Collectively, these findings suggest that LTβR, in addition to its well-described effect on the HEV differentiation program [30], further contributes via RelA-dependent upregulation of *enpp2 *to lymphocyte homing through HEVs. Unfortunately, we could not detect further genes with a similar regulation pattern in our and Huber and colleagues' studies. This lack of overlap could be the consequence of several reasons: (i) different modes of function and kinetics of antagonistic LTβR-Ig vs agonistic anti-LTβR mAb application, (ii) incubation time (3 d treatment with LTβR-Ig vs 10 h treatment with agonistic anti-LTβR mAb), or (iii) *in vivo *collection of different cell types influenced by the treatment vs *in vitro *cell culture system using MEFs.

Lo *et al*. described a hepatic gene expression profile of wt vs lck-LIGHT transgenic mice (overexpressing the LTβR ligand LIGHT on the surface of T lymphocytes) [22]. A group of significantly regulated genes (n = 19) involved in lipid and cholesterol metabolism was identified. The gene that displayed the highest level of regulation (23-fold repression in transgenic vs wt mice) encodes for hepatic lipase, a key enzyme in lipid metabolism. We did not observe repression of hepatic lipase in our experiments, most probably due to its restricted expression on the surface of hepatocytes. However, we found another gene belonging to the lipid/cholesterol metabolism-related group described by Lo and colleagues. 

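The *Lipc* probe for hepatic lipase, an enzyme of lipoprotein breakdown, lay above background on 0 of 18 arrays, so its change was not tested in any genotype.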

*Ralgds *(ral guanine nucleotide dissociation stimulator, GenBank Accession Number: NM_009058) expression was increased in the liver of transgenic mice and also upregulated in our LTβR stimulation experiments, belonging to the RelA-responsive genes (cat III/1, Table 12).

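*Ralgds*, whose protein activates Ral GTPases, rose at least 1.73-fold in wt cells (adjusted p 0.00144) and by 0.67 (SE 0.0732, adjusted p 0.000795) on the log2 scale in *relB*-/- cells (n = 3 arrays per group). In *relA*-/- cells its log2 fold change was 0.57 (SE 0.119, adjusted p 0.0274), under the 1.54-fold threshold, and it passes the threshold without *relA*-/- 10 h replicate 1 (0.63, adjusted p 0.0357). With the wt 0 h arrays below background, no difference between wt and *relA*-/- cells was measured on these arrays. The paper's qRT-PCR, which was not re-analysed, did not verify the *Ralgds* rise in *relB*-/- cells.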

### Gene Ontology (GO) enrichment analysis

Our goal was not only to define the LTβR-dependent transcriptome in MEFs, but also to assign regulatory mechanisms to LTβR signaling, i.e. to examine which part of the LTβR transcriptome is regulated by RelA, RelB, or both. We started out with GO enrichment analysis of significantly regulated genes to identify biological processes, molecular functions, and cellular components putatively regulated in the categories described above. Compared to molecular functions and cellular components, GO analysis of biological processes yielded the most conclusive results.

First, GO analysis was performed on the total LTβR transcriptome in wt cells to see how LTβR signaling influences biological processes in these fibroblasts, regardless whether these genes were also regulated in *relA*^-/- ^or *relB*^-/- ^cells (Category: Total wild-type, Table 1). For interpretation of our data we chose GO terms with *p *< 0.01. As lower limit, we did not consider GO terms with less than 3 annotated genes in the list of differentially regulated genes since they are too specific. As upper limit we did not use GO terms represented by more than 600 genes on the microarray since they are too general. 

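Of apoptosis genes in wt cells, 6 of 35 measured genes rose and 7 fell (the same adjusted over the list alone). *Casp4*, an inflammatory caspase gene, rose by 1.43 (SE 0.104, adjusted p 0.000114), and *Pidd1*, whose p53-induced protein activates caspase-2, fell at least 1.94-fold (adjusted p 0.000315; n = 3 arrays per group). Of DNA replication genes, 0 of 50 measured genes rose and 12 fell (the same adjusted over the list alone); *Mybl2*, a transcription factor gene of S and M phase, fell by 1.03 (SE 0.140, adjusted p 0.00169). Of mitosis genes, 0 of 50 measured genes rose and 15 fell (the same adjusted over the list alone), *Plk4* of centriole duplication and *Bub1* of the spindle checkpoint among them. Of p53 targets, 0 of 28 measured genes rose and 12 fell (the same adjusted over the list alone), among them *Mdm2*, *Gtse1* and *Cdkn1a*. Apoptosis regulators had a median -0.07, camera adjusted p 0.653, and adjusted p 0.669 with an estimated correlation, DNA replication a median -0.38, camera adjusted p 7.75e-13, and adjusted p 0.0266 with an estimated correlation. Mitosis had a median -0.39, camera adjusted p 1.55e-12, and adjusted p 0.0137 with an estimated correlation, and p53 targets a median -0.41, camera adjusted p 3.18e-06, and adjusted p 0.0266 with an estimated correlation. Irrespective of direction, the changed genes hold 13 of 35 apoptosis genes (2.20 by chance, Fisher exact adjusted p 7.05e-07) and 15 of 50 mitosis genes (3.15, 1.07e-06). They also hold 12 of 50 replication genes (3.15, adjusted p 0.000125) and 12 of 28 p53 targets (1.76, 4.49e-07); genes of a list are not independent draws. With the batch as a block and within batches 1 and 2, camera gave 1.73e-13 and medians of -0.36 and -0.39 for replication, 1.40e-12 and medians of -0.40 and -0.41 for mitosis and 6.34e-06 and medians of -0.36 and -0.45 for p53 targets.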

Among the considered GO terms we found that apoptosis/cell death (A/CD)- and cell cycle (CCY)-related processes were overrepresented. 

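Among inflammatory NF-κB targets in wt cells, 11 of 19 measured genes rose and 0 fell (the same adjusted over the list alone); *Ubd*, a ubiquitin-like gene of inflammation, rose by 1.35 (SE 0.253, adjusted p 0.00679) (n = 3 arrays per group). Of interferon-stimulated genes, 9 of 16 measured genes rose and 0 fell (10 and 0 adjusted over the list alone), with *Lgals3bp*, a secreted defence protein gene, at 0.71 (SE 0.147, adjusted p 0.0102). Of antigen presentation genes, 4 of 8 measured genes rose and 0 fell (the same adjusted over the list alone) (median 0.52, camera adjusted p 5.96e-06, and adjusted p 0.0275 with an estimated correlation). Of complement genes, 3 of 6 measured genes rose and 0 fell (the same adjusted over the list alone), with the protease gene *C1s1* at 0.96 (SE 0.103, adjusted p 0.000651); the list had a median 0.70, camera adjusted p 0.00337, and adjusted p 0.0810 with an estimated correlation. Of blood vessel genes, 0 of 27 measured genes rose and 11 fell (the same adjusted over the list alone), with the hyaluronan synthase gene *Has2* down at least 1.55-fold (adjusted p 0.000579) and the heme oxygenase gene *Hmox1* by 0.73 (SE 0.115, adjusted p 0.00329); the list had a median -0.11, camera adjusted p 0.00576, and adjusted p 0.107 with an estimated correlation. Inflammatory targets had a median 0.82, camera adjusted p 7.31e-09, and adjusted p 0.0266 with an estimated correlation. Interferon-stimulated genes had a median 0.63, camera adjusted p 1.31e-06, and adjusted p 0.0266 with an estimated correlation. By Fisher exact test the changed genes hold 11 of 19 inflammatory targets (1.197 by chance, adjusted p 8.68e-08), 9 of 16 interferon-stimulated (1.01, 7.34e-07) and 11 of 27 blood vessel genes (1.70, 1.18e-06). The batch as a block and batches 1 and 2 gave 1.87e-08 and medians of 0.69 and 0.81 for inflammatory targets, 4.16e-06 and medians of 0.69 and 0.37 for interferon-stimulated and 0.00664 and medians of -0.10 and -0.26 for blood vessel genes. For antigen presentation they gave 6.09e-06 and medians of 0.46 and 0.60, and for complement 0.00421 and medians of 0.69 and 0.64. Among probes above background on all 18 arrays blood vessel genes had a median of 0.00903 and did not pass (adjusted p 0.0970); without the flag filter the medians were -0.23 for antigen presentation (adjusted p 0.0745) and -0.01 for complement (0.427). The wt call of *Ubd* ends in 1 fit of all arrays (adjusted p 0.205), that of *Lgals3bp* under median scaling alone (adjusted p 0.0144) and within wt batch 1 (0.0639) and that of *Hmox1* within wt batch 2 (adjusted p 0.00832).

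**Figure D3:**
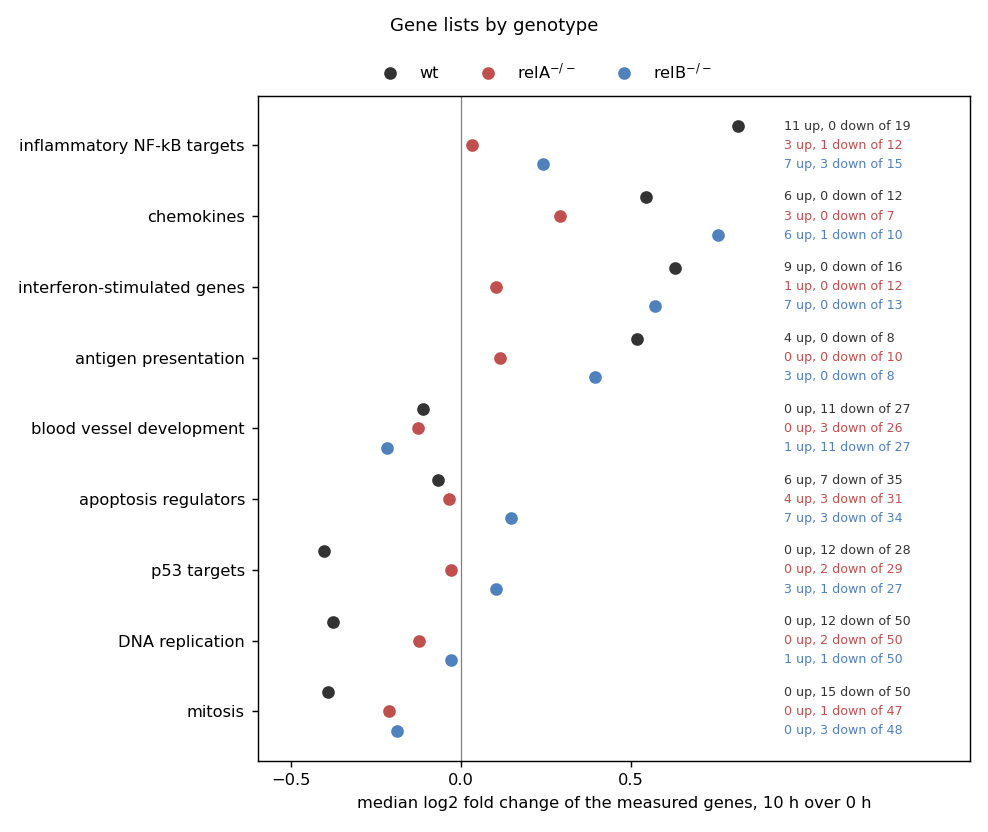
Median log2 fold change after 10 h in each genotype for 9 gene lists, with the numbers of genes higher and lower of those measured.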

We also found that genes annotated with "response to biotic stimulus", "immune system process" (immune related (IR) features) as well as "blood vessel morphogenesis" and "angiogenesis" (blood vessel development related (BR) features) were enriched. Collectively, these data indicate that LTβR signaling largely influences cell survival/cell proliferation features. Moreover, it has an impact on immune responses and blood vessel development/angiogenesis related processes. Since these GO terms were found in LTβR-stimulated "non-immune" fibroblasts it is likely that LTβR signaling regulates similar biological processes in stromal cells of secondary lymphoid tissues governing lymphorganogenesis and maintaining lymphoid tissue architecture.

**Table 1:** Gene Ontology analysis of total LTβR transcriptome in wild-type cells

**GO number**	**GO term**	**Type of biological process**	***p *value**	**n sel**.	**n tot**.
GO:0007049	Cell cycle	CCY	1.80E-05	39	559

GO:0006915	Apoptosis	A/CD	1.00E-04	34	499

GO:0008219	Cell death	A/CD	0.00011	35	523

GO:0016265	Death	A/CD	0.00011	35	523

GO:0012501	Programmed cell death	A/CD	0.00012	34	503

GO:0006259	DNA metabolic process	CCY	0.00016	32	469

GO:0022402	Cell cycle process	CCY	0.00034	30	447

GO:0042981	Regulation of apoptosis	A/CD	0.00063	23	319

GO:0043067	Regulation of programmed cell death	A/CD	0.00068	23	321

GO:0009607	Response to biotic stimulus	IR	0.0035	11	124

GO:0006260	DNA replication	CCY	0.0037	10	107

GO:0043066	Negative regulation of apoptosis	A/CD	0.0045	11	128

GO:0000074	Regulation of progression through cell cycle	CCY	0.0047	19	287

GO:0043069	Negative regulation of programmed cell death	A/CD	0.0048	11	129

GO:0051726	Regulation of cell cycle	CCY	0.0051	19	289

GO:0002376	Immune system process	IR	0.0053	30	534

GO:0030968	Unfolded protein response		0.0054	3	11

GO:0007610	Behavior		0.0054	17	249

GO:0009953	Dorsal/ventral pattern formation		0.0057	5	37

GO:0016567	Protein ubiquitination		0.0064	5	35

GO:0006730	One-carbon compound metabolic process		0.0067	7	65

GO:0048514	Blood vessel morphogenesis	BR	0.0078	12	157

GO:0040029	Regulation of gene expression, epigenetic		0.0082	5	37

GO:0007631	Feeding behavior		0.0084	4	24

GO:0001525	Angiogenesis	BR	0.0087	10	121

GO:0006171	cAMP biosynthetic process		0.0089	3	13

GO:0051094	Positive regulation of developmental process		0.0092	6	53

Analysis of functional enrichment was performed employing Fisher's exact test. The number of genes annotated with a specific GO term was determined for the list of differentially expressed genes (n sel.) and compared to all GO annotated genes on the array (n tot.). The resulting *p *values (*p *< 0.01) were used to rank GO terms according to their significance. Terms with more than 600 genes on the array or less than 3 genes on the list of investigated genes were regarded as too general or too specific, respectively, and excluded from the analysis. A/CD, apoptosis/cell death; CCY, cell cycle; IR, immune related; BR, blood vessel development related.

Next, we carried out GO analysis for the four main categories and for all subcategories with at least 20 genes. Interpretation of the data was performed applying the same criteria as above. GO analysis of category I genes revealed those biological processes that were overrepresented only in LTβR-stimulated wt cells, i.e. in the presence of both RelA and RelB (Table 2). 

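Cell cycle genes in category I all fell: 13 of 50 mitosis genes (Fisher exact adjusted p 2.78e-06) and 11 of 50 DNA replication genes (adjusted p 7.40e-05). *Orc1*, whose protein marks replication origins, fell by 0.98 (SE 0.111, adjusted p 0.000789) in wt cells, and *Bub1* fell at least 1.87-fold (adjusted p 0.000675; n = 3 arrays per group). *Ccne2*, which encodes cyclin E2 of the G1/S step, fell by 1.29 (SE 0.129, adjusted p 0.000466), and in *relA*-/- cells, below background at 10 h, its change does not pass (adjusted p 0.104). The list with the smallest p was ribosome biogenesis, with 15 of 40 genes in category I (1.78 by chance, adjusted p 1.86e-09). *Noc3l* and *Ccdc86*, both nucleolar, fell by 0.84 (SE 0.0935, adjusted p 0.000744) and 0.80 (SE 0.0912, adjusted p 0.000789). Within wt batch 1 the change of *Ccne2* does not pass (-1.17 (adjusted p 0.0518)), and in 1 fit of all arrays that of *Bub1* does not (adjusted p 0.745).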

Amongst these processes, CCY-related terms dominated. Subsequently, we analyzed cat I/1 (containing genes that were upregulated exclusively in wt cells) and found enrichment of IR- and cell/biological adhesion (important events in immune cell migration)-related terms on the list of biological processes (Table 3). This finding indicates that in the absence of RelA or RelB a considerable portion of LTβR-stimulated immune response-related events cannot be carried out; fibroblasts need both molecules to execute these processes. 

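Immune genes of I/1 include 4 inflammatory targets (*Cx3cl1*, *Il18*, *Tlr2*, *Ubd*), 3 antigen presentation genes and 3 interferon-stimulated genes (*Ifih1*, *Ifitm3*, *Stat2*). *Il18*, an interferon-γ inducing cytokine gene, rose by 1.31 (SE 0.0936, adjusted p 0.000114) in wt cells, and *Fcgrt*, the neonatal Fc receptor gene, by 1.02 (SE 0.163, adjusted p 0.00354) (n = 3 arrays per group). *Rfxank*, whose protein activates MHC class II promoters, rose by 0.68 (SE 0.0972, adjusted p 0.00229). Matrix genes form the largest group: 10 of 43 (Fisher exact adjusted p 1.81e-07), with periostin (*Postn*) at 0.87 (SE 0.0999, adjusted p 0.000795), collagen VI (*Col6a1*) at 0.94 (SE 0.141, adjusted p 0.00265) and laminin (*Lama2*) at 0.84 (SE 0.0934, adjusted p 0.000744). Enrichment had adjusted p 0.00332 for inflammatory targets, 0.00332 for antigen presentation and 0.0177 for interferon-stimulated genes; with genes tested in all genotypes as background it was 0.0638, 0.00110 and 0.0446. Adhesion receptors did not pass in I/1 (2 of 17, adjusted p 0.151); in wt cells as a whole, 3 of 17 measured genes rose and 0 fell (the same adjusted over the list alone) (median 0.20, camera adjusted p 0.0724, and adjusted p 0.246 with an estimated correlation). With the preset correlation these receptors pass in wt cells under the normexp correction (adjusted p 0.0475), under median scaling alone (0.0326), with the flag filter on all 6 arrays (0.0271), within batch 1 (0.0253), among probes above background on all 18 arrays (0.00182), without wt 0 h replicate 3 (0.0250) and without wt 10 h replicate 3 (0.0188). *Il18* lay below background on all *relA*-/- and all *relB*-/- arrays, so its change there is not known. Enrichment of interferon-stimulated genes ends under the normexp correction (adjusted p 0.286), with the authors' values (0.156), without a fold threshold (0.0643), with the batch as a block (0.678), within wt batch 2 (0.758), among probes above background on all 18 arrays (0.307) and without wt 0 h replicate 1 or 3 or wt 10 h replicate 1 or 2 (0.108 to 0.645). That of antigen presentation ends under the normexp correction (adjusted p 0.195), under median scaling alone (0.278), without a fold threshold (above 0.99), within wt batch 1 (0.446), among probes above background on all 18 arrays (0.307) and without wt 10 h replicate 3 (0.0616). For inflammatory targets it ends without a fold threshold (adjusted p 0.388), within wt batch 2 (0.0504) and among probes above background on all 18 arrays (0.405). Adhesion receptors pass in I/1 at 1.5-fold for every genotype (adjusted p 0.0138); the wt call of *Rfxank* ends under median scaling alone (adjusted p 0.00519) and within wt batch 1 (0.0518).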

In cat I/2 (containing genes that are downregulated exclusively in wt cells) we found enrichment of CCY-related terms on the list of overrepresented biological processes (Table 4). This finding indicates that in wt cells an important action of RelA and RelB is to downregulate numerous genes that are implicated in cell cycle regulation in response to LTβR signaling.

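In I/2, 13 of 50 mitosis genes (Fisher exact adjusted p 2.96e-09), 11 of 50 replication genes (3.53e-07) and 8 of 28 p53 targets (2.41e-06) fell in wt cells. In *relA*-/- cells single genes passed as follows: of replication genes 0 of 50 measured genes rose and 2 fell (the same adjusted over the list alone), of mitosis genes 0 of 47 measured genes rose and 1 fell (the same adjusted over the list alone), and of p53 targets 0 of 29 measured genes rose and 2 fell (the same adjusted over the list alone). In *relB*-/- cells, of replication genes 1 of 50 measured genes rose and 1 fell (the same adjusted over the list alone), of mitosis genes 0 of 48 measured genes rose and 3 fell (the same adjusted over the list alone), and of p53 targets 3 of 27 measured genes rose and 1 fell (the same adjusted over the list alone). As lists in *relA*-/- cells, replication had a median -0.12, camera adjusted p 0.00216, and adjusted p 0.107 with an estimated correlation; mitosis a median -0.21, camera adjusted p 0.000318, and adjusted p 0.0819 with an estimated correlation; and p53 targets a median -0.03, camera adjusted p 0.808, and adjusted p 0.790 with an estimated correlation. In *relB*-/- cells replication had a median -0.03, camera adjusted p 0.294, and adjusted p 0.289 with an estimated correlation; mitosis a median -0.19, camera adjusted p 1.24e-05, and adjusted p 0.0479 with an estimated correlation; and p53 targets a median 0.10, camera adjusted p 0.207, and adjusted p 0.249 with an estimated correlation. The median difference in change between wt and *relA*-/- cells was -0.26 (camera adjusted p 3.64e-05, and adjusted p 0.00171 with an estimated correlation) for replication, -0.15 (camera adjusted p 0.00360, and adjusted p 0.0155 with an estimated correlation) for mitosis and -0.25 (camera adjusted p 9.29e-06, and adjusted p 0.00197 with an estimated correlation) for p53 targets. Between wt and *relB*-/- cells it was -0.37 (camera adjusted p 9.40e-13, and adjusted p 1.88e-05 with an estimated correlation), -0.19 (camera adjusted p 2.02e-05, and adjusted p 0.00166 with an estimated correlation) and -0.58 (camera adjusted p 4.46e-10, and adjusted p 0.000183 with an estimated correlation). By single genes, 4 of 5 differing replication genes and 5 of 5 differing mitosis genes fell further in wt than *relA*-/- cells, as did 7 of 7 and 4 of 4 against *relB*-/- cells. Mitosis genes differed from wt already at 0 h, by -0.43 in *relA*-/- (31 lower, 6 higher, camera adjusted p 0.0107, or 0.0505 with an estimated correlation) and -0.30 in *relB*-/- cells (26 lower, 4 higher, 0.00327, or 0.0418). At 10 h the values were -0.20 (21 lower, 12 higher, 0.245) and -0.09 (12 lower, 9 higher, 0.410). Whether the level before treatment accounts for the mitosis differences was not tested.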

**Table 2:** Gene Ontology analysis of category I

**GO number**	**GO term**	**Type of biological process**	***p *value**	**n sel**.	**n tot**.
GO:0006259	DNA metabolic process	CCY	1.40E-05	27	469

GO:0007049	Cell cycle	CCY	1.80E-05	30	559

GO:0022402	Cell cycle process	CCY	0.00033	23	447

GO:0040029	Regulation of gene expression, epigenetic		0.0016	5	37

GO:0006260	DNA replication	CCY	0.0036	8	107

GO:0022403	Cell cycle phase	CCY	0.0041	12	211

GO:0006730	One-carbon compound metabolic process		0.0041	6	65

GO:0051301	Cell division	CCY	0.0045	11	187

GO:0031497	Chromatin assembly		0.0047	5	47

GO:0016458	Gene silencing		0.0068	3	17

GO:0009953	Dorsal/ventral pattern formation		0.0079	4	34

GO:0043543	Protein amino acid acylation		0.008	3	18

GO:0000278	Mitotic cell cycle	CCY	0.0081	10	175

GO:0016567	Protein ubiquitination		0.0087	4	35

GO analysis was performed the same way as for category "total wild-type" described in Table 1 legend. CCY, cell cycle.

**Table 3:** Gene Ontology analysis of category I/1

**GO number**	**GO term**	**Type of biological process**	***p *value**	**n sel**.	**n tot**.
GO:0045087	Innate immune response	IR	0.0027	4	58

GO:0002526	Acute inflammatory response	IR	0.0037	4	63

GO:0007155	Cell adhesion	IR	0.0054	11	447

GO:0022610	Biological adhesion	IR	0.0054	11	447

GO analysis was performed the same way as for category "total wild-type" described in Table 1 legend. IR, immune related.

**Table 4:** Gene Ontology analysis of category I/2

**GO number**	**GO term**	**Type of biological process**	***p *value**	**n sel**.	**n tot**.
GO:0007049	Cell cycle	CCY	3.10E-07	24	559

GO:0006259	DNA metabolic process	CCY	9.50E-07	21	469

GO:0022402	Cell cycle process	CCY	7.00E-06	19	447

GO:0022403	Cell cycle phase	CCY	2.40E-05	12	211

GO:0051301	Cell division	CCY	3.90E-05	11	187

GO:0000278	Mitotic cell cycle	CCY	0.00011	10	175

GO:0006730	One-carbon compound metabolic process		0.00022	6	65

GO:0006468	Protein amino acid phosphorylation		0.00025	17	487

GO:0006260	DNA replication	CCY	0.00055	7	107

GO:0000279	M phase	CCY	0.00057	9	176

GO:0016310	Phosphorylation		0.00076	17	536

GO:0009953	Dorsal/ventral pattern formation		0.001	4	34

GO:0040029	Regulation of gene expression, epigenetic		0.0014	4	37

GO:0007067	Mitosis	CCY	0.0015	7	126

GO:0000087	M phase of mitotic cell cycle	CCY	0.0015	7	127

GO:0043543	Protein amino acid acylation		0.0016	3	18

GO:0007224	Smoothened signaling pathway		0.0038	3	24

GO:0006913	Nucleocytoplasmic transport		0.004	5	79

GO:0051169	Nuclear transport		0.004	5	79

GO:0007178	Transmembrane receptor protein serine/threonine kinase signaling pathway		0.0083	4	60

GO:0022613	Ribonucleoprotein complex biogenesis and assembly		0.0093	6	135

GO:0035295	Tube development		0.0096	6	136

GO analysis was performed the same way as for category "total wild-type" described in Table 1 legend. CCY, cell cycle.

Since cat II/1 and II/2 had only few genes (n = 13 and n = 17, respectively), investigation of GO terms for these groups of genes was not meaningful. 

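Of the cell cycle lists, category II holds 1 replication gene, *Dnmt1* (maintenance DNA methyltransferase), and 1 mitosis gene, *Kif23*. *Dnmt1* fell by 0.91 (SE 0.106, adjusted p 0.000840) in wt cells and at least 1.39-fold (adjusted p 0.0371) in *relA*-/- cells (n = 3 arrays per group). *Mcl1*, a survival gene of the BCL2 family, fell by 0.70 (SE 0.0921, adjusted p 0.00144) and 0.97 (SE 0.168, adjusted p 0.0186), and *Ddit3*, the stress factor gene CHOP, rose by 0.69 (SE 0.110, adjusted p 0.00360) and 0.93 (SE 0.0769, adjusted p 0.00362). With *Ei24*, an apoptosis gene induced by p53, these are the 3 of 35 apoptosis genes of category II (Fisher exact adjusted p 0.00787). The apoptosis enrichment ends under median scaling alone (adjusted p 0.161), with the flag filter on all 6 arrays (0.0663), without a fold threshold (0.110), with the replicate number as a block (0.0734), within wt batch 2 (0.475) and without wt 10 h replicate 2 (0.0746). Neither cell cycle list passed (Fisher exact adjusted p 0.448 for replication and 0.448 for mitosis). Both lists are narrower than the paper's cell cycle term, so they do not test it. The *relA*-/- call of *Mcl1* ends without *relA*-/- 0 h replicate 1 (-0.99, adjusted p 0.0657), and that of *Dnmt1* without *relA*-/- 0 h replicate 1, 2 or 3 or *relA*-/- 10 h replicate 2 (adjusted p 0.0572 to 0.111); the latter also ends with the paper's test and its fold change filter first (adjusted p 0.0526) and with the authors' values and the paper's test (0.0503), and the wt call of *Ddit3* under median scaling alone (adjusted p 0.0105) and within wt batch 2 (0.00454).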

GO analysis of the main category II (containing genes that were regulated – either up or down – in wt and *relA*^-/- ^cells, n = 30) revealed only one enriched GO term, the cell cycle (Table 5). Thus, in response to LTβR signaling a characteristic feature of RelB was to influence cell cycle-related events.

**Table 5:** Gene Ontology analysis of category II

**GO number**	**GO term**	**Type of biological process**	***p *value**	**n sel**.	**n tot**.
GO:0007049	Cell cycle	CCY	0.0059	5	559

GO analysis was performed the same way as for category "total wild-type" described in Table 1 legend. CCY, cell cycle.

Category III contains genes that were regulated – either up or down – in wt and *relB*^-/- ^cells in response to LTβR stimulation. 

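*Birc3* rose by 1.48 (SE 0.0909, adjusted p 9.77e-05) in wt and at least 1.81-fold (adjusted p 3.14e-05) in *relB*-/- cells, and its change was larger in wt than *relA*-/- cells by 1.05 (adjusted p 0.000377) (n = 3 arrays per group). *Casp4* rose at least 1.29-fold (adjusted p 0.000882) in *relB*-/- cells. *Ifngr2*, an interferon-γ receptor chain gene, rose by 0.74 (SE 0.117, adjusted p 0.00329) in wt and 0.65 (SE 0.0760, adjusted p 0.00113) in *relB*-/- cells. Category III holds 5 of 35 apoptosis genes (Fisher exact adjusted p 0.000335: *Birc2*, *Birc3*, *Casp12*, *Casp4*, *Tnfrsf12a*) and 3 of 18 chemotaxis and cytokine receptor genes (adjusted p 0.00474: *Ifngr2*, *Socs4*, *Tyk2*). The receptor list as a whole did not pass in wt cells: 3 of 18 measured genes rose and 2 fell (the same adjusted over the list alone) (median 0.11, camera adjusted p 0.171, and adjusted p 0.277 with an estimated correlation). Within wt batch 1 *Ifngr2* does not pass (0.60 (adjusted p 0.0830)), nor in *relB*-/- cells in 1 fit of all arrays (adjusted p 0.0774).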

Among enriched biological processes, the new and in previous categories not yet observed theme taxis and response to external/chemical stimulus (T) dominated, but A/CD-related events also appeared (Table 6). As expected, the theme IR was also represented among the enriched biological processes. This shows that RelA is not only a signal transducer for immune responses and apoptosis/cell death, but also has an impact on the transcription of taxis- and stimulus-responsive genes following LTβR ligation. Among the enriched biological processes of cat III/1 we observed again overrepresentation of T and IR processes (Table 7), revealing that in response to LTβR signaling RelA strongly influenced these events via upregulation of several genes. 

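III/1 holds 5 of 16 interferon-stimulated genes (*Cxcl10*, *Ifi47*, *Ifitm1*, *Irf1*, *Lgals3bp*; Fisher exact adjusted p 8.35e-07) and 3 of 19 inflammatory targets (adjusted p 0.00200). *Irf1*, an interferon regulatory factor gene, rose by 0.97 (SE 0.102, adjusted p 0.000579) in wt and 1.53 (SE 0.0815, adjusted p 1.50e-05) in *relB*-/- cells; in *relA*-/- cells, with 0 of 3 arrays above background at 0 h and 1 of 3 at 10 h, it was not tested (n = 3 arrays per group). So these arrays measured no difference of *Irf1* between wt and *relA*-/- cells, and the paper's qRT-PCR of it was not re-analysed. *Ifi47*, an interferon-induced GTPase gene, rose by 0.78 (SE 0.127, adjusted p 0.00377) in wt and at least 1.15-fold (adjusted p 0.0144) in *relB*-/- cells; in *relA*-/- cells all 3 arrays at 10 h lay below background. *Cxcl5*, a neutrophil chemokine gene, rose by 0.65 (SE 0.106, adjusted p 0.00380) in wt and at least 1.54-fold (adjusted p 0.000492) in *relB*-/- cells, and lay below background on all *relA*-/- arrays, so its change there is not known. Enrichment of inflammatory targets ends with the flag filter on all 6 arrays (adjusted p 0.280), within wt batch 1 (0.0509) and among probes above background on all 18 arrays (above 0.99), and that of interferon-stimulated genes among probes above background on all 18 arrays (adjusted p 0.234). The wt call of *Cxcl5* ends under median scaling alone (adjusted p 0.0302), in 1 fit of all arrays (0.144) and within wt batch 1 (0.0639), and that of *Ifi47* within wt batch 2 (adjusted p 0.0106).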

In cat III/2 we found genes that were repressed by RelA. In this subcategory RelA on one hand regulated several BR events. On the other hand, it turned out to be a negative regulator of genes involved in ion homeostasis (ION) downstream of the LTβR (Table 8).

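*Epha2*, an ephrin receptor gene of vessel growth, fell by 0.97 (SE 0.0915, adjusted p 0.000331) in wt and 0.99 (SE 0.0867, adjusted p 0.000241) in *relB*-/- cells, with -0.04 (adjusted p 0.719) in *relA*-/- cells (n = 3 arrays per group). Its change differed between wt and *relA*-/- cells by -0.93 (adjusted p 0.000239). *Klf5*, a vascular transcription factor gene, fell by 1.18 (SE 0.0981, adjusted p 0.000207) and 0.96 (SE 0.0773, adjusted p 0.000181), with a difference from *relA*-/- cells of -0.94 (adjusted p 0.000807). III/2 holds 5 of 27 blood vessel genes (*Apln*, *Edn1*, *Epha2*, *Foxc2*, *Klf5*; 0.140 by chance, Fisher exact adjusted p 6.90e-06). The list in *relA*-/- cells: 0 of 26 measured genes rose and 3 fell (the same adjusted over the list alone) (median -0.13, camera adjusted p 0.223, and adjusted p 0.349 with an estimated correlation). In *relB*-/- cells, 1 of 27 measured genes rose and 11 fell (the same adjusted over the list alone) (median -0.22, camera adjusted p 0.00192, and adjusted p 0.0493 with an estimated correlation; median -0.27 within batch 4); with the preset correlation the list stops passing without the flag filter (adjusted p 0.145), with a median of -0.03.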

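*Edn1*, the endothelin-1 gene, fell by 1.62 (SE 0.129, adjusted p 0.000179) in wt and 1.51 (SE 0.140, adjusted p 0.000312) in *relB*-/- cells (n = 3 arrays per group). *Apln*, the gene of the vascular peptide apelin, fell by 0.66 (SE 0.114, adjusted p 0.00484) and 0.83 (SE 0.0733, adjusted p 0.000241), and *Slc30a1*, a zinc exporter gene, by 1.24 (SE 0.142, adjusted p 0.000808) and 0.52 (SE 0.0881, adjusted p 0.00549). These are the 3 of 18 ion homeostasis genes of III/2 (Fisher exact adjusted p 0.00108, and 0.368 with genes tested in all genotypes as background). *Edn1* and *Slc30a1* lay below background on all *relA*-/- arrays; for *Apln* the difference between wt and *relA*-/- cells, -0.35 (adjusted p 0.0858), does not pass. The list in wt cells: 1 of 18 measured genes rose and 4 fell (the same adjusted over the list alone) (median -0.23, camera adjusted p 0.00751, and adjusted p 0.0783 with an estimated correlation); the potassium channel gene *Kcnk3* rose by 1.06 (SE 0.128, adjusted p 0.000994). The batch as a block and batches 1 and 2 gave 0.0168 and medians of -0.22 and -0.24; with the preset correlation the list stops passing within wt batch 1 (adjusted p 0.519) and among probes above background on all 18 arrays (0.137). Its enrichment in III/2 ends under the normexp correction (adjusted p above 0.99), with the flag filter on all 6 arrays (0.242), without a fold threshold (0.233), within wt batch 1 (0.218) and among probes above background on all 18 arrays (0.365). The *relB*-/- call of *Slc30a1* ends at 1.5-fold for every genotype (adjusted p 0.00549), in 1 fit of all arrays (0.256) and without *relB*-/- 10 h replicate 2 (0.0163), and the *Apln* difference passes under the normexp correction (adjusted p 0.0226) and without wt 10 h replicate 2 (0.0416).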

**Table 6:** Gene Ontology analysis of category III

**GO number**	**GO term**	**Type of biological process**	***p *value**	**n sel**.	**n tot**.
GO:0006939	Smooth muscle contraction		0.00018	3	16

GO:0048675	Axon extension		0.00027	3	18

GO:0006935	Chemotaxis	T	0.00058	5	95

GO:0042330	Taxis	T	0.00058	5	95

GO:0009605	Response to external stimulus	T	0.0011	9	364

GO:0006936	Muscle contraction		0.0011	4	64

GO:0007610	Behavior	T	0.002	7	249

GO:0048858	Cell projection morphogenesis		0.003	6	200

GO:0032990	Cell part morphogenesis		0.003	6	200

GO:0030030	Cell projection organization and biogenesis		0.003	6	200

GO:0007626	Locomotory behavior	T	0.0072	5	169

GO:0042981	Regulation of apoptosis	A/CD	0.0077	7	319

GO:0043067	Regulation of programmed cell death	A/CD	0.0079	7	321

GO:0042221	Response to chemical stimulus	T	0.0082	7	323

GO:0006915	Apoptosis	A/CD	0.009	9	499

GO:0012501	Programmed cell death	A/CD	0.0094	9	503

GO:0048522	Positive regulation of cellular process		0.0096	10	596

GO:0006955	Immune response	IR	0.0097	7	334

GO analysis was performed the same way as for category "total wild-type" described in Table 1 legend. T, taxis, response to external/chemical stimulus; A/CD, apoptosis/cell death; IR, immune related.

**Table 7:** Gene Ontology analysis of category III/1

**GO number**	**GO term**	**Type of biological process**	***p *value**	**n sel**.	**n tot**.
GO:0006955	Immune response	IR	2.00E-04	7	334

GO:0009605	Response to external stimulus	T	0.00034	7	364

GO:0006935	Chemotaxis	T	0.00041	4	95

GO:0042330	Taxis	T	0.00041	4	95

GO:0002376	Immune system process	IR	0.00065	8	534

GO:0007610	Behavior	T	0.0022	5	249

GO:0007626	Locomotory behavior	T	0.0035	4	169

GO:0006954	Inflammatory response	IR	0.0036	4	171

GO:0006952	Defense response	IR	0.0052	5	305

GO:0002252	Immune effector process	IR	0.0064	3	102

GO:0042221	Response to chemical stimulus	T	0.0066	5	323

GO analysis was performed the same way as for category "total wild-type" described in Table 1 legend. IR, immune related; T, taxis, response to external/chemical stimulus.

**Table 8:** Gene Ontology analysis of category III/2

**GO number**	**GO term**	**Type of biological process**	***p *value**	**n sel**.	**n tot**.
GO:0006939	Smooth muscle contraction		1.40E-05	3	16

GO:0006936	Muscle contraction		3.90E-05	4	64

GO:0001525	Angiogenesis	BR	0.00046	4	121

GO:0048514	Blood vessel morphogenesis	BR	0.0012	4	157

GO:0048646	Anatomical structure formation	BR	0.0012	4	159

GO:0030005	Cellular di-, tri-valent inorganic cation homeostasis	ION	0.0016	3	77

GO:0055066	Di-, tri-valent inorganic cation homeostasis	ION	0.0017	3	78

GO:0008015	Circulation	BR	0.0017	3	79

GO:0030003	Cellular cation homeostasis	ION	0.0021	3	84

GO:0001568	Blood vessel development	BR	0.0021	4	182

GO:0055080	Cation homeostasis	ION	0.0021	3	85

GO:0006873	Cellular ion homeostasis	ION	0.0022	3	86

GO:0055082	Cellular chemical homeostasis	ION	0.0022	3	86

GO:0001944	Vasculature development	BR	0.0023	4	185

GO:0050801	Ion homeostasis	ION	0.003	3	96

GO:0065008	Regulation of biological quality		0.004	5	354

GO:0065008	Chemical homeostasis	ION	0.0062	3	124

GO:0007507	Heart development	BR	0.0088	3	141

GO analysis was performed the same way as for category "total wild-type" described in Table 1 legend. BR, blood vessel development related; ION, ion homeostasis.

Category IV contains genes that were regulated – either up or down – in each of the cell types in response to LTβR stimulation (Table 9). IR processes were overrepresented, but the terms related to hematopoietic or lymphoid organ development (LY) and taxis (T) were also present on the list of enriched biological processes. 

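*Id2*, a transcription regulator gene needed for lymphoid tissue inducer cells, fell by 1.26 (SE 0.136, adjusted p 0.000651) in wt, 0.75 (SE 0.167, adjusted p 0.0316) in *relA*-/- and 1.37 (SE 0.0789, adjusted p 2.28e-05) in *relB*-/- cells (n = 3 arrays per group). It is the 1 of 3 measured lymphoid organ genes in category IV (Fisher exact adjusted p 0.0441). The list in wt cells: 1 of 3 measured genes rose and 1 fell (the same adjusted over the list alone), with *Enpp2* up and *Id2* down (median 0.28, camera adjusted p 0.464, and adjusted p 0.504 with an estimated correlation). Inflammatory targets number 3 of 19 (0.0595 by chance, adjusted p 0.000414) and chemokines 3 of 12 (0.0376, adjusted p 0.000191). The *relA*-/- call of *Id2* ends without *relA*-/- 0 h replicate 1, 2 or 3 or *relA*-/- 10 h replicate 1 or 2 (-0.82 to -0.61, adjusted p 0.0567 to 0.0992).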

Unfortunately, we could not analyze cat IV/2, as it comprises too few genes (n = 10). Cat IV/1 contains 20 genes that were upregulated, irrespective of the genotype (Table 10). These genes primarily belong to IR and T. Possibly, RelA and RelB redundantly regulate these events or alternatively a RelA- and RelB-independent third factor/pathway (e.g. JNK) controls these biological processes following LTβR ligation. 

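*Cxcl1*, a neutrophil chemokine gene, rose by 1.25 (SE 0.147, adjusted p 0.000867) in wt, 0.82 (SE 0.128, adjusted p 0.0149) in *relA*-/- and 0.84 (SE 0.0781, adjusted p 0.000312) in *relB*-/- cells (n = 3 arrays per group). *Nupr1*, a stress-induced chromatin gene, rose by 0.73 (SE 0.106, adjusted p 0.00238), 0.66 (SE 0.126, adjusted p 0.0220) and 0.84 (SE 0.0868, adjusted p 0.000555). With *Ccl2* and *Ccl7*, *Cxcl1* makes up the 3 of 12 chemokines of IV/1 (Fisher exact adjusted p 3.95e-05), which are also its 3 of 19 inflammatory targets (adjusted p 8.64e-05). The change of *Cxcl1* did not differ between wt and *relA*-/- (0.43 (adjusted p 0.158)) or wt and *relB*-/- cells (0.41 (adjusted p 0.268)), which does not show equality. The difference from *relA*-/- cells passes under the normexp correction (adjusted p 0.0151) and without wt 10 h replicate 3 (0.0367). The paper's qRT-PCR, which was not re-analysed, did not verify the *Cxcl1* rise in *relA*-/- cells. The *relA*-/- call of *Cxcl1* ends without *relA*-/- 0 h replicate 1 or 2 (0.75 to 0.87, adjusted p 0.0533 to 0.0589), that of *Nupr1* under median scaling alone (adjusted p 0.0428) and without *relA*-/- 0 h replicate 1 or 2 or *relA*-/- 10 h replicate 2 (0.0433 to 0.0657), and the wt call of *Nupr1* under median scaling alone (adjusted p 0.0324).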

Table 11 shows a summary of our GO analysis.

**Table 9:** Gene Ontology analysis of category IV

**GO number**	**GO term**	**Type of biological process**	***p *value**	**n sel**.	**n tot**.
GO:0002376	Immune system process	IR	4.40E-05	7	534

GO:0006955	Immune response	IR	0.00038	5	334

GO:0045595	Regulation of cell differentiation		0.0013	3	113

GO:0006952	Defense response	IR	0.0026	4	305

GO:0042221	Response to chemical stimulus	T	0.0032	4	323

GO:0006954	Inflammatory response	IR	0.0043	3	171

GO:0048534	Hemopoietic or lymphoid organ development	LY	0.0064	3	197

GO:0050793	Regulation of developmental process		0.0067	3	201

GO:0002520	Immune system development	IR	0.0078	3	212

GO analysis was performed the same way as for category "total wild-type" described in Table 1 legend. IR, immune related; T, taxis, response to external/chemical stimulus; LY, hematopoietic or lymphoid organ developmental processes.

**Table 10:** Gene Ontology analysis of category IV/1

**GO number**	**GO term**	**Type of biological process**	***p *value**	**n sel**.	**n tot**.
GO:0002376	Immune system process	IR	1.40E-05	6	534

GO:0006955	Immune response	IR	2.4E-05	5	334

GO:0006952	Defense response	IR	0.00032	4	305

GO:0006954	Inflammatory response	IR	0.00091	3	171

GO:0009611	Response to wounding	IR	0.0024	3	240

GO:0015031	Protein transport		0.0024	4	523

GO:0045184	Establishment of protein localization		0.0029	4	546

GO:0008104	Protein localization		0.0037	4	586

GO:0042221	Response to chemical stimulus	T	0.0056	3	323

GO:0006886	Intracellular protein transport		0.0057	3	326

GO:0009605	Response to external stimulus	T	0.0078	3	364

GO analysis was performed the same way as for category "total wild-type" described in Table 1 legend. IR, immune related; T, taxis, response to external/chemical stimulus.

**Table 11:** Summary of Gene Ontology analysis results

**Category/Subcategory**	**Enriched biological processes**	**Regulatory molecules downstream of LTβR, and their effects on the gene expression**
Total wild-type	A/CD CCY IR BR	Molecules not assignable – up and downregulation

Cat I	CCY	RelA and RelB together – up and downregulation

Cat I/1	IR	RelA and RelB together – upregulation

Cat I/2	CCY	RelA and RelB together – downregulation

Cat II	CCY	RelB – up and downregulation

Cat II/1	Not investigated	RelB – upregulation

Cat II/2	Not investigated	RelB – downregulation

Cat III	T A/CD IR	RelA – up and downregulation

Cat III/1	T IR	RelA – upregulation

Cat III/2	ION BR	RelA – downregulation

Cat IV	IR T LY	RelA and RelB via redundant effects – up and downregulation **OR** Third pathway – up and downregulation

Cat IV/1	IR T	RelA and RelB via redundant effects – upregulation **OR** Third pathway – upregulation

Cat IV/2	Not investigated	RelA and RelB via redundant effects – downregulation **OR** Third pathway – downregulation

Summary of GO analysis: categories/subcategories with their respective enriched biological processes and the assigned regulatory mechanisms are listed. A/CD, apoptosis/cell death; CCY, cell cycle; IR, immune related; BR, blood vessel development related; T, taxis, response to external/chemical stimulus; ION, ion homeostasis; LY, hematopoietic or lymphoid organ developmental processes. Since cat II/1, II/2 and cat IV/2 had only few genes (n = 13, 17 and 10, respectively) they were not investigated for GO terms.

### Verification of microarray results by qRT-PCR

The changes in mRNA levels of several known as well as novel LTβR-responsive genes on the microarray were confirmed by quantitative real-time reverse-transcription-PCR (qRT-PCR), using RNA from three independent LTβR stimulation experiments (Table 12). In agreement with previous reports, we also found induction of *nfkb2 *[5,6], *ccl2/mcp1 *[6], and *ikba *expression [31] in LTβR-stimulated wt fibroblasts. In addition, our data indicate that both RelA and RelB redundantly contributed to the proper regulation of these genes in response to LTβR stimulation. However, we did not observe LTβR-dependent upregulation of lymphorganogenic chemokines as described by others. 

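*Nfkb2* rose by 1.13 (SE 0.111, adjusted p 0.000440) in wt, 0.65 (SE 0.0668, adjusted p 0.00577) in *relA*-/- and 0.86 (SE 0.0693, adjusted p 0.000181) in *relB*-/- cells (n = 3 arrays per group). *Ccl2*, the gene of the monocyte chemokine MCP-1, rose by 1.06 (SE 0.0892, adjusted p 0.000207), 1.49 (SE 0.0797, adjusted p 0.00235) and 1.57 (SE 0.0881, adjusted p 1.92e-05). *Nfkbia* rose by 0.99 (SE 0.0841, adjusted p 0.000207), 1.12 (SE 0.0951, adjusted p 0.00362) and 1.76 (SE 0.104, adjusted p 2.35e-05). On these arrays the *Nfkb2* rise was larger in wt than *relA*-/- cells by 0.48 (adjusted p 0.0157). In the paper's qRT-PCR, from independent stimulation experiments, the mean *Nfkb2* rise was not larger in wt than *relA*-/- cells. That qRT-PCR was not re-analysed. The *Ccl2* rise was smaller in wt than *relA*-/- cells, by -0.44 (adjusted p 0.0226), and than *relB*-/- cells, by -0.52 (adjusted p 0.0185); for *Nfkbia* the difference from *relB*-/- cells was -0.77 (adjusted p 0.00495). Of NF-κB pathway genes, 5 of 17 measured genes rose and 0 fell (the same adjusted over the list alone) in wt cells, 3 of 13 measured genes rose and 0 fell (the same adjusted over the list alone) in *relA*-/- cells and 7 of 16 measured genes rose and 0 fell (the same adjusted over the list alone) in *relB*-/- cells. The list had a median 0.28, camera adjusted p 0.000612, and adjusted p 0.0559 with an estimated correlation in wt, a median 0.29, camera adjusted p 0.00157, and adjusted p 0.310 with an estimated correlation in *relA*-/- and a median 0.33, camera adjusted p 4.14e-06, and adjusted p 0.0479 with an estimated correlation in *relB*-/- cells. Under median scaling alone the *Nfkb2* call in *relA*-/- cells ends (0.53 (adjusted p 0.00953)), as does its difference (0.41 (adjusted p 0.0839)); it also ends without *relA*-/- 10 h replicate 1 (0.62, adjusted p 0.0148). Within wt batches 1 and 2 the differences of *Ccl2* (-0.52 (adjusted p 0.0726) and -0.36 (adjusted p 0.152) from *relA*-/- cells) do not pass. From *relB*-/- cells they were -0.60 (adjusted p 0.0730) and -0.44 (adjusted p 0.120) for *Ccl2*, and -0.81 (adjusted p 0.0618) and -0.73 (adjusted p 0.0531) for *Nfkbia*. The *Ccl2* difference from *relA*-/- cells also ends without wt 0 h replicate 3 (-0.42, adjusted p 0.0526), and that from *relB*-/- cells without wt 0 h replicate 3 or *relB*-/- 10 h replicate 3 (-0.50 to -0.48, adjusted p 0.0512 to 0.0514). In wt cells the batch as a block and batches 1 and 2 gave 0.00250 and medians of 0.16 and 0.21 for the list.

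**Figure D4:**
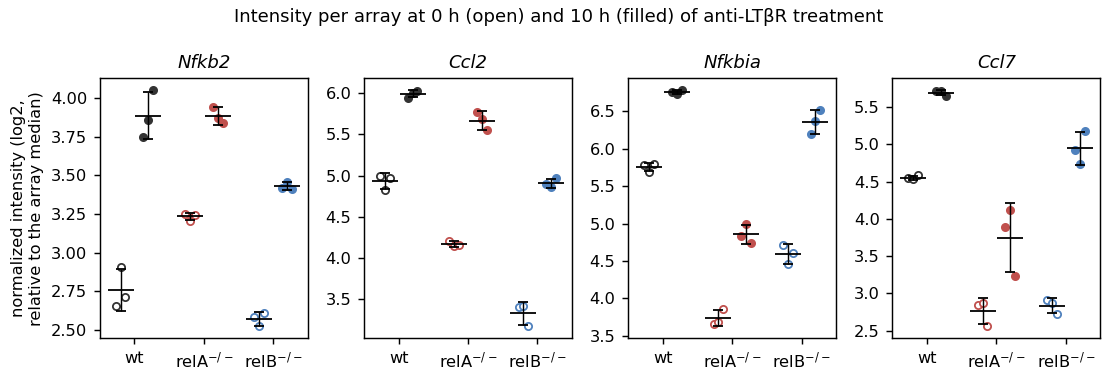
Normalized log2 intensity, relative to the array median, of *Nfkb2*, *Ccl2*, *Nfkbia* and *Ccl7* on each array at 0 h (open) and 10 h (filled) in the 3 genotypes, with mean ± SD, n = 3 arrays per group.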

*Ccl21*, *ccl19*, *cxcl13*, and *cxcl12 *were shown to be LTβR-induced genes in spleen 8 h after peritoneal injection of an agonistic anti-LTβR mAb [5]. Possibly, cell context-specific signaling accounts for the difference observed between splenocytes and established 3T3 fibroblasts used in our experiments. Basak *et al*. observed modest upregulation of *cxcl13 *and *ccl21 *in established wt 3T3 fibroblasts after 24 h treatment with agonistic anti-LTβR mAb [13]. 

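Of the chemokines that organize lymphoid tissue, only *Cxcl12* (SDF-1) could be tested, and only in wt cells, where its log2 fold change was 0.28 (SE 0.123, adjusted p 0.138), which does not pass (n = 3 arrays per group). Before treatment *Cxcl12* was lower than in wt by 1.54 on the log2 scale in *relA*-/- cells (adjusted p 1.57e-06, 1 of 3 arrays above background); in *relB*-/- cells 0 of 3 were. The probes of *Ccl19* and *Cxcl13* lay above background on 0 of 18 arrays, and that of *Ccl21a* on 1 wt and 1 *relA*-/- array, both at 0 h. A probe below background leaves open both absence of the mRNA and a change too small to see.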

To reduce indirect gene regulatory effects due to rather long stimulation we activated LTβR signaling only for 10 h, where modulation of these chemokines was not observed.

**Table 12:** Verification of microarray results by qRT-PCR

**Gene Symbol and GenBank Accession Number**	**CodeLink bioarrays FC and *p *value (in brackets) for wt/*relA*^-/-^/*relB*^-/- ^cells and corresponding subcategory**	**qRT-PCR FC ± SD for wt/*relA*^-/-^/*relB*^-/- ^cells and corresponding subcategory**
**Cx3cl1** NM_009142	1.77 (0.00370)/0.90 (>0.05)/0.96 (>0.05), **I/1**	1.66 ± 0.22/0.89 ± 0.10/1.08 ± 0.29, **I/1**

**Pparg** NM_011146	0.65 (0.00690)/0.55 (0.01800)/1.32 (>0.05), **II/2**	0.50 ± 0.02/0.48 ± 0.04/0.81 ± 0.11, **II/2**

Ralgds * NM_009058	2.24 (0.00750)/1.48 (>0.05)/1.58 (0.00140), **III/1**	2.03 ± 0.42/1.13 ± 0.10/1.17 ± 0.16, **I/1 – not verified in *relB*^-/- ^cells**

Enpp2 * NM_015744	2.28 (0.00150)/1.36 (>0.05)/5.10 (0.00070), **III/1**	1.85 ± 0.30/1.35 ± 0.27/3.29 ± 0.91, **III/1**

Birc3 NM_007464	2.77 (0.00090)/1.34 (>0.05)/2.94 (0.00140), **III/1**	2.86 ± 0.73/1.27 ± 0.11/2.99 ± 0.47, **III/1**

**Cxcl10/IP10** NM_021274	1.91 (0.00450)/0.58 (>0.05)/2.14 (0.03000), **III/1**	2.58 ± 0.21/1.28 ± 0.39/2.67 ± 0.20, **III/1**

Irf1 NM_008390	1.96 (0.00270)/2.05 (>0.05)/2.90 (0.00075), **III/1**	2.67 ± 0.32/1.77 ± 0.77/2.15 ± 0.19, **III/1**

**Cd74** NM_010545	3.11 (0.00300)/0.82 (>0.05)/3.46 (0.00070), **III/1**	5.01 ± 0.99/1.06 ± 0.18/4.77 ± 0.56, **III/1**

Fosl1 NM_010235	0.49 (0.00290)/0.86 (>0.05)/0.42 (0.00070), **III/2**	0.46 ± 0.09/0.90 ± 0.09/0.47 ± 0.10, **III/2**

**Nfkb2** NM_019408	2.18 (0.0029)/1.57 (0.0016)/1.81 (0.0007), **IV/1**	2.04 ± 0.37/2.43 ± 0.50/2.74 ± 0.54, **IV/1**

**Ccl2/MCP1** NM_011333	2.10 (0.00120)/2.84 (0.0011)/2.99 (0.00099), **IV/1**	2.29 ± 0.42/3.18 ± 0.13/6.31 ± 1.63, **IV/1**

**Nfkbia/IκBα** NM_010907	2.00 (0.00064)/2.19 (0.00270)/3.42 (0.00140), **IV/1**	1.77 ± 0.16/2.44 ± 0.34/3.92 ± 0.42, **IV/1**

**Ccl7/MCP3** NM_013654	2.22 (0.00041)/1.99 (0.04700)/4.35 (0.00140), **IV/1**	2.77 ± 0.13/3.15 ± 0.15/5.29 ± 1.68, **IV/1**

Cxcl1/KC NM_008176	2.40 (0.00580)/1.77 (0.01600)/1.80 (0.00160), **IV/1**	2.40 ± 0.46/1.31 ± 0.61/3.41 ± 0.88, **III/1 – not verified in *relA*^-/- ^cells**

Id2 NM_010496	0.42 (0.00440)/0.60 (0.04000)/0.39 (0.00075), **IV/2**	0.47 ± 0.11/0.75 ± 0.05/0.57 ± 0.14, **IV/2**

qRT-PCR using RNA from 3 independent LTβR stimulation experiments confirmed changes in mRNA levels of several known as well as novel LTβR-responsive genes on the microarray. Gene names (Gene Symbol) and GenBank Accesion Numbers are shown in the first column. FC values with corresponding *p *values in brackets, observed in the 3 cell lines (wt; *relA*^-/-^; *relB*^-/-^) at 10 h with CodeLink bioarrays and corresponding subcategories (in bold) are displayed in the second column. FC values with corresponding standard deviations (SD), observed in the 3 cell lines (wt; *relA*^-/-^; *relB*^-/-^) at 10 h with qRT-PCR using RNA from 3 independent LTβR stimulation experiments and corresponding subcategories (in bold) are displayed in the third column. Genes that are discussed in chapter "Meta analysis of LTβR-dependent transcriptomes" are indicated by an asterisk and genes that are discussed in chapter "Verification of microarray results by qRT-PCR" are listed in bold.

**Table 13:** LTβR responsive qRT-PCR verified genes in literature

**Gene Symbol and GenBank Accession Number**	**LTβR responsiveness** „reference“ if known/„this study“ if new	**In response to LTβR stimulation, transcription is regulated by RelA or RelB, + or - or 0 manner **„reference“ if known/„this study“ if new
**Cx3cl1** NM_009142	This study	+ regulation by RelA and RelB **together**, this study

**Pparg** NM_011146	This study	0 RelA, this study - RelB, this study

Ralgds * NM_009058	Lo *et al*., 2007 [22]	Mode of regulation uncertain: RelA either alone, or together with RelB enhances Ralgds expression.

Enpp2 * NM_015744	Huber *et al*., 2005 [27]	+ RelA, this study 0 RelB, this study

Birc3 NM_007464	This study	+ RelA, this study 0 RelB, this study

**Cxcl10/IP10** NM_021274	Lukashev *et al*., 2006 [34]	+ RelA, this study 0 RelB, this study

Irf1 NM_008390	Kutsch *et al*., 2008 [41]	+ RelA, this study 0 RelB, this study

**Cd74** NM_010545	This study	+ RelA, this study 0 RelB, this study

Fosl1 NM_010235	This study	- RelA, this study 0 RelB, this study

**Nfkb2** NM_019408.1	Dejardin *et al*., 2002 [5] Derudder *et al*., 2003 [6]	+ RelA, Dejardin *et al*., 2002 [5] + RelB, this study

**Ccl2/MCP1** NM_011333	Derudder *et al*., 2003 [6]	+ RelA, this study + RelB, this study

**Nfkbia/IκBα** NM_010907	Bonizzi *et al*., 2004 [31]	+ RelA, this study + RelB, this study

**Ccl7/MCP3** NM_013654	This study	+ RelA, this study + RelB, this study

Cxcl1/KC NM_008176	This study	+ RelA, this study Positive regulation by RelB is uncertain.

Id2 NM_010496	This study	- RelA, this study - RelB, this study

Genes that are discussed in chapter "Meta analysis of LTβR-dependent transcriptomes" are indicated by an asterisk and genes that are discussed in chapter "Verification of microarray results by qRT-PCR" are listed in bold.

Importantly, we verified novel LTβR-responsive genes and appointed regulatory molecules to them. For a complete list of verified genes see Table 12. Here, some of those verified genes are discussed in more detail.

GO analysis revealed that LTβR stimulation resulted in the regulation of IR processes (Table 11). Except category "Total wild-type", where we could not assign regulatory molecules, in all categories where IR processes were enriched, RelA alone or together with RelB acted as a positive factor. 

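Inflammatory targets in *relA*-/- cells: 3 of 12 measured genes rose and 1 fell (the same adjusted over the list alone) (median 0.03, camera adjusted p 0.184, and adjusted p 0.349 with an estimated correlation; n = 3 arrays per group). In *relB*-/- cells, 7 of 15 measured genes rose and 3 fell (the same adjusted over the list alone) (median 0.24, camera adjusted p 0.000865, and adjusted p 0.0493 with an estimated correlation; median 0.24 within batch 4), with *Ier3* among those that fell. Interferon-stimulated genes: 1 of 12 measured genes rose and 0 fell (the same adjusted over the list alone) in *relA*-/- cells (median 0.10, camera adjusted p 0.184, and adjusted p 0.349 with an estimated correlation). Among them in *relB*-/- cells, 7 of 13 measured genes rose and 0 fell (the same adjusted over the list alone) (median 0.57, camera adjusted p 0.000193, and adjusted p 0.0493 with an estimated correlation). For inflammatory targets the median difference in change between wt and *relA*-/- cells was 0.38 (camera adjusted p 0.00508, and adjusted p 0.0197 with an estimated correlation), with 8 of 19 genes differing, 7 of them more positive in wt. Only 12 of these 19 genes were tested in *relA*-/- cells. Part of this difference thus rests on probes mostly below background there, whose change is not known. Between wt and *relB*-/- cells it was 0.13 (camera adjusted p 0.548, and adjusted p 0.545 with an estimated correlation), and 4 of 7 differing genes were more positive in wt. For interferon-stimulated genes the differences were 0.15 (camera adjusted p 0.239, and adjusted p 0.320 with an estimated correlation) and -0.04 (camera adjusted p 0.548, and adjusted p 0.580 with an estimated correlation). With the preset correlation, the difference of inflammatory targets from *relB*-/- cells passes under the normexp correction (adjusted p 0.00353), and that of interferon-stimulated genes from *relA*-/- cells under the normexp correction (adjusted p 0.0304). Inflammatory targets in *relA*-/- cells pass under median scaling alone (adjusted p 0.0471), with a median of -0.10, and interferon-stimulated genes in *relB*-/- cells do not among probes above background on all 18 arrays (adjusted p 0.0708).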

*Cx3cl1 *(chemokine C-X3-C motif ligand 1/fractalkine) is one of the IR genes in cat I/1. Several studies document that NF-κB upregulates *cx3cl1*, e.g. in rat aortic endothelial cells upon interleukin-1β (IL-1β), TNF, and lipopolysaccharide treatment [32] or in human coronary artery smooth muscle cells [33]. The latter work shows that atherogenic lipids induce adhesion of artery smooth muscle cells to macrophages via the upregulation of *cx3cl1 *in a TNF/NF-κB-dependent manner. In our experiments this gene was upregulated in response to LTβR stimulation dependent on RelA and RelB. This data suggests that LTβR, via employing RelA and RelB together, may act as a proatherogenic factor.

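*Cx3cl1*, the fractalkine gene, rose by 0.82 (SE 0.103, adjusted p 0.00119) in wt cells, with -0.15 (adjusted p 0.720) in *relA*-/- and -0.06 (adjusted p 0.623) in *relB*-/- cells (n = 3 arrays per group). Its change differed by 0.97 (adjusted p 0.0390) between wt and *relA*-/- cells; between wt and *relB*-/- cells the difference, 0.88 (adjusted p 0.100), does not pass. The difference from *relA*-/- cells does not pass within wt batch 1 or 2 (0.85 (adjusted p 0.266) and 0.96 (adjusted p 0.152)). It also ends without wt 0 h replicate 2 or 3, wt 10 h replicate 1, 2 or 3 or *relA*-/- 0 h replicate 2 or 3 (0.89 to 1.01, adjusted p 0.0517 to 0.0882). Another *Cx3cl1* probe gave -0.14 in wt cells and was not called.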

IR- and T-related processes were also enriched in cat III and cat III/1 according to the GO analysis. *Cd74/ii *(invariant polypeptide of major histocompatibility complex, class II antigen-associated) and *cxcl10/ip10 *(chemokine C-X-C motif ligand 10/interferon-inducible protein-10) are two genes in cat III/1 and assigned to IR and T. CD74/Ii is involved in antigen processing and presentation and CXCL10 is chemotactic for monocytes and T cells. Moreover, expression of CXCL10, along with two other CXCR3-binding chemokines CXCL9 and CXCL11, can be induced in carcinoma cells by LTβR agonists. These chemokines function as potent chemoattractants for activated T, NK, and dendritic cells, which may contribute to antitumor immune responses [34]. In our experiments, expression of *cd74/ii *and *cxcl10/ip10 *was upregulated by LTβR signaling in wt and *relB*^-/- ^cells. Thus, LTβR signaling via RelA may (i) attract T lymphocytes and promote antigen presentation by dendritic cells in the context of MHC class II and (ii) facilitate antitumor responses against cancer cells.

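*Cd74*, the invariant chain gene, rose at least 1.197-fold in wt cells (adjusted p 0.000207) and by 1.79 (SE 0.0751, adjusted p 4.59e-06) on the log2 scale in *relB*-/- cells (n = 3 arrays per group). *Cxcl10*, the gene of the T cell chemokine IP-10, rose by 0.94 (SE 0.115, adjusted p 0.00103) in wt and at least 1.47-fold (adjusted p 0.0114) in *relB*-/- cells. Neither gene was above background on any *relA*-/- array. Their changes there are not known from these arrays, which therefore measured no difference of change between wt and *relA*-/- cells. The paper also measured both genes by qRT-PCR, which was not re-analysed.

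**Figure D5:**
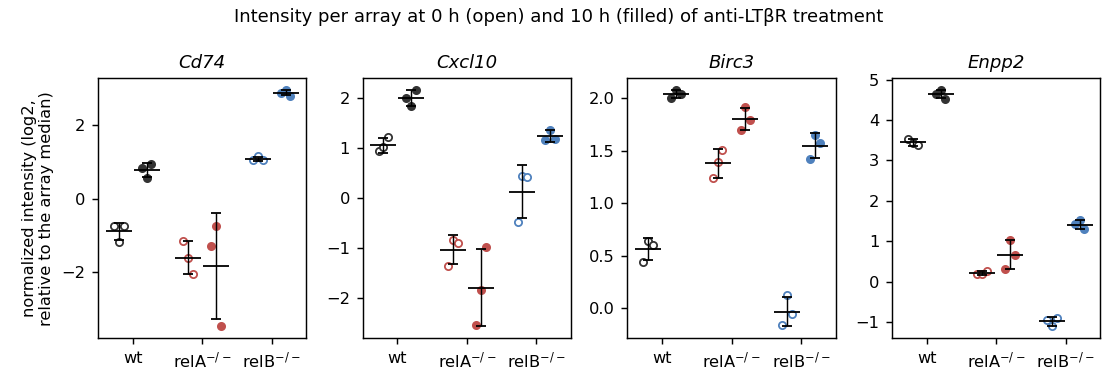
Normalized log2 intensity, relative to the array median, of *Cd74*, *Cxcl10*, *Birc3* and *Enpp2* on each array at 0 h (open) and 10 h (filled) in the 3 genotypes, with mean ± SD, n = 3 arrays per group.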

As indicated by GO analysis, IR- and T-related biological processes were significantly regulated in cat IV and cat IV/1. Amongst others, genes encoding proteins that participate in innate immune responses, like *ccl7/mcp3*, are also represented in these groups. *Ccl7/mcp3 *encodes the proinflammatory chemokine C-C motif ligand 7/monocyte chemotactic protein-3. 

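*Ccl7* rose by 1.14 (SE 0.0823, adjusted p 0.000114) in wt, 0.99 (SE 0.229, adjusted p 0.0343) in *relA*-/- and 2.11 (SE 0.115, adjusted p 1.69e-05) in *relB*-/- cells (n = 3 arrays per group). Its rise was smaller in wt than *relB*-/- cells by -0.97 (adjusted p 0.0452), and smaller in *relA*-/- than *relB*-/- cells by -1.12 (adjusted p 0.0188). The *relA*-/- call ends without *relA*-/- 0 h replicate 1, 2 or 3 or *relA*-/- 10 h replicate 1 or 2 (0.80 to 1.04, adjusted p 0.0621 to 0.0937). The difference between wt and *relB*-/- cells ends with the batch as a block (-0.93 (adjusted p 0.105)), within batches 1, 2 and 4 (-0.95 (adjusted p 0.289), -1.02 (adjusted p 0.137) and -0.92 (adjusted p 0.0943)), with quantiles within each genotype (-0.95 (adjusted p 0.0548)) and with the replicate number as a block (-0.97 (adjusted p 0.0584)). It also ends without wt 0 h replicate 1, 2 or 3, wt 10 h replicate 1, 2 or 3, *relB*-/- 0 h replicate 1, 2 or 3 or *relB*-/- 10 h replicate 1 or 3 (-1.02 to -0.86, adjusted p 0.0645 to 0.111), and the difference between *relA*-/- and *relB*-/- cells ends without *relB*-/- 10 h replicate 3 (-1.01, adjusted p 0.0513).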

Expression of *ccl7/mcp3 *was upregulated by LTβR signaling in each of the genotypes, indicating redundant positive regulation by RelA and RelB or upregulation via another RelA- and RelB-independent pathway.

Collectively, positive regulation of the expression of proinflammatory chemokines like *cx3cl1*, *cxcl10*, *ccl7 *(but also others, see Table 12) by LTβR suggests that LTβR signaling, besides regulating development and organization of secondary lymphoid structures, also participates in innate/inflammatory immune responses and for that primarily RelA action seems to be necessary.

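Of chemokine genes, 6 of 12 measured genes rose and 0 fell (the same adjusted over the list alone) in wt cells: *Ccl2*, *Ccl7*, *Cx3cl1*, *Cxcl1*, *Cxcl5* and *Cxcl10* (n = 3 arrays per group). In *relA*-/- cells 3 of 7 measured genes rose and 0 fell (the same adjusted over the list alone), and in *relB*-/- cells 6 of 10 measured genes rose and 1 fell (the same adjusted over the list alone). The list had a median 0.55, camera adjusted p 3.33e-06, and adjusted p 0.0266 with an estimated correlation in wt cells. It had a median 0.29, camera adjusted p 0.0160, and adjusted p 0.349 with an estimated correlation in *relA*-/- cells, and with the preset correlation stops passing without the flag filter (adjusted p 0.318), with all probes of a gene (0.0681) and without *relA*-/- 10 h replicate 1 (0.0908). Its values in *relB*-/- cells were a median 0.76, camera adjusted p 0.000364, and adjusted p 0.0493 with an estimated correlation, and a median of 0.72 within batch 4; with the preset correlation it stops passing without the flag filter (adjusted p 0.0615), with a median of 0.18. The difference between wt and *relA*-/- cells did not pass (0.43 (camera adjusted p 0.315, and adjusted p 0.366 with an estimated correlation)), nor did that between wt and *relB*-/- cells (0.11 (camera adjusted p 0.708, and adjusted p 0.694 with an estimated correlation)). In wt cells the batch as a block and batches 1 and 2 gave 6.62e-06 and medians of 0.43 and 0.59.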

Moreover, we found that LTβR signaling functions beyond the regulation of immune responses and organization of lymphoid structures. PPARγ (peroxisome proliferator activated receptor γ) is a key-regulatory transcription factor in the process of adipocyte differentiation and activation of PPARγ promotes the storage of fat [35]. The work of Fu and colleagues suggests that LTβR affects lipid homeostasis by downregulating hepatic lipase expression [22]. Hepatic lipase is expressed on the surface of hepatocytes in the liver. It promotes receptor-mediated uptake of plasma lipoproteins that harbor triglycerides and cholesterol and specifically catalyzes hydrolysis of triglycerides, actions that are suppressed when LTβR signaling is switched on. 

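*Pparg*, the nuclear receptor gene of fat cell formation, fell by 0.63 (SE 0.105, adjusted p 0.00425) in wt and at least 1.14-fold (adjusted p 0.0157) in *relA*-/- cells (n = 3 arrays per group). In *relB*-/- cells it was below background on all 6 arrays and not tested, so the arrays measured no difference of change from *relB*-/- cells. The paper's qRT-PCR of *Pparg* was not re-analysed. *Fabp4*, a fat cell gene driven by PPARγ, had -0.01 (adjusted p 0.981) in wt, 0.50 (adjusted p 0.0420) in *relA*-/- and -0.29 (adjusted p 0.0391) in *relB*-/- cells. Of adipogenesis genes, 4 of 18 measured genes rose and 3 fell (the same adjusted over the list alone) in wt cells (median 0.16, camera adjusted p 0.138, and adjusted p 0.349 with an estimated correlation); *Cebpd*, an early adipogenic factor gene, rose by 0.73 (SE 0.128, adjusted p 0.00535), which ends under median scaling alone (adjusted p 0.00919); the list passes under median scaling alone (adjusted p 0.0326). The wt call of *Pparg* ends without wt 10 h replicate 1 (-0.53, adjusted p 0.0156), in 1 fit of all arrays (-0.63 (adjusted p 0.131)) and within batches 1 and 2 (-0.75 (adjusted p 0.0518) and -0.48 (adjusted p 0.0105)). The *relA*-/- call ends without *relA*-/- 0 h replicate 1 or 2 (adjusted p 0.0524 to 0.0632). By Fisher exact test adipogenesis genes were enriched in category II. This enrichment ends in several settings, such as median scaling alone (Fisher exact adjusted p 0.0731) and the normexp correction.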

Expression of *pparg *was negatively affected by LTβR signaling in wt and *relA*^-/- ^but not in *relB*^-/- ^cells (belonging to cat II/2 genes), indicating that this gene was downregulated by RelB in response to LTβR stimulation. Our finding is a further indication that LTβR signaling represses lipogenesis and it may do so via RelB. It has been shown that ligand-induced transactivation by PPARγ is suppressed by IL-1 and TNF and that this suppression is mediated through NF-κB (p50-RelA) [36]. However, unlike suppression of PPARγ by p50-RelA, where this heterodimer blocks PPARγ binding to DNA by forming a complex with PPARγ and its co-activator PGC-2, LTβR-mediated suppression of *pparg *occurred via transcriptional repression executed by RelB. Further experiments are required to find out whether RelB directly or indirectly mediates repression of *pparg *transcription in response to LTβR signaling. The repressive effect of LTβR signaling on adipogenesis has been confirmed in MEFs that were induced for adipogenic differentiation. LTβR stimulation resulted in attenuated lipid droplet accumulation as well as in reduced *pparg *and adipogenic marker gene (*fabp4/ap2*) expression under conditions that promote differentiation into adipocytes (unpublished results).

## Conclusion

This study is the first systematic dissection of the RelA- and RelB-driven transcriptome response downstream of the LTβR. We confirmed previously described LTβR-regulated genes. More importantly, we identified novel LTβR-responsive genes and assigned underlying regulatory mechanisms executed by RelA and/or RelB to them (Table 13). We found that the majority of LTβR-regulated genes required the presence of both RelA and RelB, suggesting significant crosstalk between the two NF-κB activation pathways. Gene Ontology analysis confirmed that LTβR-NF-κB target genes were predominantly involved in the regulation of immune responses. However, other biological processes such as apoptosis/cell death, cell cycle, angiogenesis, and taxis were also regulated by LTβR signaling. Furthermore, we show that LTβR stimulation downregulated expression of the gene encoding PPARγ, suggesting that LTβR signaling may repress adipogenic differentiation by attenuating the levels of this key adipogenic transcription factor. Our findings are significant since they indicate a role for LTβR signaling beyond immune responses and lymphoid organ development and assign underlying gene expression regulatory mechanisms to the LTβR transcriptome.

## Methods

### Cell culture

Mouse embryonic 3T3 fibroblasts (wild-type, *relA*^-/-^, and *relB*^-/-^; kind gift from A. Hoffmann) were cultured at 37°C in Dulbecco's modified Eagle's medium (GIBCO/Invitrogen, Karlsruhe, Germany) supplemented with 10% heat-inactivated bovine calf serum (Perbio Science, Bonn, Germany), penicillin (100 U/ml), streptomycin (100 μg/ml), and Glutamax I (2 mM) (GIBCO/Invitrogen) and treated with agonistic anti-LTβR mAb (1 μg/ml, clone AC.H6; kind gift from J. Browning and P. Rennert).

### EMSA

Preparation of nuclear extracts and EMSAs were essentially performed as previously described [37]. Nuclear and cytoplasmic fractions were prepared according to standard procedures [38].

### RNA isolation

Total cellular RNA was isolated using the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. Possible contamination by genomic DNA was removed by DNaseI treatment using the RNase-Free DNase Set (Qiagen). Quality of RNA samples was checked by spectrophotometry and agarose gel electrophoresis. RNAs (2 μg total RNA per sample) were used for cRNA preparation for microarrays only when the ratio A260:A280 was 1.8–2.1 and the RNA was intact.

### Microarrays

Microarray analysis was performed using CodeLink UniSet Mouse 20K I bioarrays (GE Healthcare, Munich, Germany), a one-color system where for each of the investigated 19,801 transcripts there is one 30–mer oligo probe spotted per slide. For gene expression profiling, untreated (0 h) and 10 h agonistic anti-LTβR mAb treated wt, *relA*^-/-^, and *relB*^-/- ^MEFs were used. For every treatment group, cells from 4 experiments were pooled, total RNA isolated, cRNA prepared and hybridized onto the bioarrays in technical triplicates. cRNA target preparation, bioarray hybridization and detection were carried out according to the manufacturer's protocol provided with the CodeLink Expression Assay Reagent Kit. For scanning microarrays, a GenePix 4000B Array Scanner and GenePix Pro 4.0 software (Axon Instruments Inc./Molecular Devices, Munich, Germany) were employed according to settings suggested by the protocol provided with the CodeLink Expression Assay Reagent Kit. Microarray data have been deposited in NCBIs GEO  and are accessible through GEO series accession number GSE11963.

### Microarray data preprocessing

Microarray raw data of stimulated and unstimulated MEFs were analyzed using the Codelink™ Expression Analysis v4.1 software (GE Healthcare) and MDFC values were extracted. All subsequent analyses were performed using R and Bioconductor. For the analysis only genes with probe type 'DISCOVERY' were considered (19,801 genes) and all genes flagged MSR (Manufactory Slide Report) in any sample were excluded (leaving 19,580 genes). To remove negative expression values (local background > spot intensity) raw intensities with values < 0.01 were set to 0.01. The raw intensities of each array were scaled to the array median. After logarithmizing the expression values quantile normalization was applied across all arrays.

### Differentially expressed genes

Array data for the different genotypes were analyzed separately. A gene was included in the analysis if it was flagged 'G' (good) or 'S' (contains saturated pixels) on at least two arrays in any of the two groups (stimulated or unstimulated). Furthermore, genes selected were required to have a FC higher than or equal to the FC threshold determined from the maximum MDFC in these groups. To identify genes significantly differentially expressed after stimulation, a Student's *t*-test was performed for the previously filtered genes. The resulting *p *values were corrected for multiple testing using the method of Benjamini and Hochberg [39]. Allowing a false discovery rate of 5%, a total of 528 genes were identified that were significantly regulated in wt cells (regardless whether they were regulated somewhere else). From these, 366 genes were regulated exclusively in wt, 30 genes in wt and *relA*^-/-^, 102 in wt and *relB*^-/- ^cells and 30 genes in all 3 genotypes.

### Functional analysis with GO

Analysis of functional enrichment was performed employing Fisher's exact test. The resulting *p *values (*p *< 0.01) were used to rank GO terms according to their significance. Terms with more than 600 genes on the array or less than 3 genes on the list of investigated genes were regarded as too general or too specific, respectively, and excluded from the analysis. Expert knowledge was used to assign broader themes to specific GO categories.

### qRT-PCR

For qRT-PCR, first strand cDNA was obtained from 2 μg of total RNA for each treatment group using oligo-dT primers and M-MLV Reverse Transcriptase kit (Promega, Mannheim, Germany) according to manufacturer's protocols. qRT-PCRs were performed in an iCycler Thermal Cycler real-time PCR machine (Bio-Rad Laboratories, Hercules, CA) using SYBR Green I as detector dye and reagents from the Quantace SensiMix DNA Kit (Quantace Ltd., Watford, UK). Primers for qRT-PCRs with Tm of 60°C were designed using Primer3 software (v. 0.4.0; ) [40]. For individual samples, each gene was tested in triplicates and the mean of the 3 cycle threshold values was used to calculate relative expression levels. For normalization, *β-actin *was used as an endogenous reference gene to correct for variation in RNA content and variation in the efficiency of the reverse transcription reaction. Statistical analysis of qRT-PCR results from 3 independent LTβR stimulation experiments was performed employing a Welch test. Forward (F) and reverse primers (R) in 5' to 3' orientation were: Nfkb2_F: GCTAATGTGAATGCCCGGAC, Nfkb2_R: CTTTGGGTATCCCTCTCAGGC, Ccl2_F: CCCACTCACCTGCTGCTACT, Ccl2_R: TCTGGACCCATTCCTTCTTG, IκBα_F: TGCACTTGGCAATCATCCAC, IκBα_R: TTCCTCGAAAGTCTCGGAGCT, Ralgds_F: CATCCACCGCCTAAAGAAGA, Ralgds_R: GGGCTCTCCTAGGGTTCATC, Cx3cl1_F: GGCTAAGCCTCAGAGCATTG, Cx3cl1_R: CATTTTCCTCTGGGGTTGA, Pparg_F: TCATGACCAGGGAGTTCCTC, Pparg_R: GGCGGTCTCCACTGAGAATA, Enpp2_F: TGGCTTACGTGACATTGAGG, Enpp2_R: GTCGGTGAGGAAGGATGAAA, Birc3_F: TGACGTGTGTGACACCAATG, Birc3_R: TGAGGTTGCTGCAGTGTTTC, Cxcl10_F: AAGTGCTGCCGTCATTTTCT, Cxcl10_R: GTGGCAATGATCTCAACACG, Irf1_F: ACCCTGGCTAGAGATGCAGA, Irf1_R: TTTGTATCGGCCTGTGTGAA, Cd74_F: ATGACCCAGGACCATGTGAT, Cd74_R: CCAGGGAGTTCTTGCTCATC, Fosl1_F: CAAAATCCCAGAAGGAGACAAG, Fosl1_R: AAAAGGAGTCAGAGAGGGTGTG, Ccl7_F: AATGCATCCACATGCTGCTA, Ccl7_R: ATAGCCTCCTCGACCCACTT, Cxcl1_F: GCTGGGATTCACCTCAAGAA, Cxcl1_R: TGGGGACACCTTTTAGCATC, Id2_F: CCCCAGAACAAGAAGGTGAC, Id2_R: ATTCAGATGCCTGCAAGGAC, β-actin_F: TGGCGCTTTTGACTCAGGA, β-actin_R: GGGAGGGTGAGGGACTTCC

## Abbreviations

LTβR: lymphotoxin-β receptor; IκBα: inhibitor of NF-κB α; MEF: mouse embryonic fibroblasts; GO: Gene Ontology; PPARγ/*pparg*: peroxisome proliferator activated receptor-γ; TNFR1: tumor necrosis factor receptor 1; TLR4: Toll-like receptor 4; NEMO: NF-κB essential modulator; IKK: IκB kinase; NIK: NF-κB-inducing kinase; *relA*^-/-^: RelA-deficient; TNF: tumor necrosis factor; *relB*^-/-^: RelB-deficient; wt: wild-type; mAb: monoclonal antibody; EMSA: electrophoretic mobility shift assay; FC: fold change; MDFC: minimal detectable fold change; cat: category; JNK: c-Jun N-terminal kinase; LIGHT: lymphotoxin-related inducible ligand that competes for glycoprotein D binding to herpesvirus entry mediator on T cells; FDC: follicular dendritic cell; GC: germinal center; HEV: high endothelial venule; A/CD: apoptosis/cell death; CCY: cell cycle; IR: immune related; BR: blood vessel development related; T: taxis, response to external/chemical stimulus; ION: ion homeostasis; LY: hematopoietic or lymphoid organ developmental processes; qRT-PCR: quantitative real-time reverse-transcription PCR; IL-1: interleukin-1; MSR: Manufactory Slide Report; SD: standard deviation.

## Authors' contributions

AL: carried out the molecular genetic studies, analyzed and interpreted data, drafted manuscript. DR: carried out the bioinformatic and statistic analysis, participated in study design, analyzed and interpreted data. DA: participated in the bioinformatic and statistic analysis, analyzed and interpreted data. ZBY: initiated and participated in the molecular genetic studies. UM: participated in the bioinformatic and statistic analysis. AJRH: supported bioinformatic analysis. FW: conceived the study, participated in its design and coordination, interpreted data, helped to write the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Total LTβR transcriptome in wt cells**. List of the 528 genes that were LTβR responsive in wt cells (10 h), regardless whether they were also regulated in *relA*^-/- ^or *relB*^-/- ^cells, or not. Click here for file

Additional file 2 **LTβR-responsive genes in wt cells**. List of genes that were significantly regulated in wt cells, but not in *relA*^-/- ^or *relB*^-/- ^cells (10 h; upregulation, cat I/1, n = 161; downregulation, cat I/2, n = 205). Click here for file

Additional file 3 **LTβR-responsive genes in wt and *relA*^-/- ^cells**. List of genes that were significantly regulated in wt and in *relA*^-/- ^cells (10 h; upregulation, cat II/1, n = 13; downregulation, cat II/2, n = 17). Click here for file

Additional file 4 **LTβR-responsive genes in wt and *relB*^-/- ^cells**. List of genes that were significantly regulated in wt and in *relB*^-/- ^cells (10 h; upregulation, cat III/1, n = 54; downregulation, cat III/2, n = 43; cat III/3, n = 3; cat III/4, n = 2). Click here for file

Additional file 5 **LTβR-responsive genes in wt, *relA*^-/- ^and *relB*^-/- ^cells**. List of genes that were significantly regulated in each of the genotypes (10 h; upregulation, cat IV/1, n = 20; downregulation, cat IV/2, n = 10). Click here for file

Additional file 6 **Zoomable/enlarged version of fold change heatmaps**. Heatmaps displaying the fold change values observed in the three different cell lines at 10 h compared to 0 h. For figure legend see Figure 3. Gene symbols and GenBank Accession Numbers (in brackets) are also displayed. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

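Total RNA of wt, *relA*-/- and *relB*-/- MEFs, untreated or stimulated for 10 h with 1 µg/ml anti-LTβR antibody, was hybridized by the authors to 18 CodeLink UniSet Mouse 20K I bioarrays, 3 for each of 6 groups. Groups, times and replicate numbers were taken from the sample labels. The deposited scanner tables hold a raw intensity for each probe, which per the file headers is the spot mean minus the median local background, and a quality flag. The deposited table of the authors holds log2 values: intensities scaled to the array median, with small values set to a floor, and quantile normalized across all arrays. The raw intensities were used throughout, and the authors' log2 values served as an alternative.

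Control spots were left out, as were discovery probes that carry the MSR flag on any array. Probe names came from the platform table for 10216 probes, from the accession for 495, from the gene identifier for 3643 and from the description for 199; 5248 have no symbol. A probe counts as above background on an array with flag G or S (good or saturated). Raw array medians were 13.4 to 18.1 for wt 0 h, 16.0 to 17.8 for wt 10 h, 13.1 to 13.6 for *relA*-/- 0 h, 8.81 to 9.31 for *relA*-/- 10 h, 12.5 to 15.9 for *relB*-/- 0 h and 14.4 to 15.4 for *relB*-/- 10 h. The *relA*-/- 10 h arrays thus had the lowest medians, and a probe below background in a group gives only a bound.

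Each genotype was fitted on its own with limma 3.58.1 in R 4.3.3 (10 h against 0 h, moderated t), and p-values were adjusted by Benjamini and Hochberg over the transcripts that passed the flag filter in that genotype. Adjusted p-values of genes are limma's except where the paper's test is named; those of gene lists come from camera in limma with a preset correlation of 0.01, and again with the correlation estimated from the data. Enrichment of lists in categories used Fisher's exact test over the genes with a symbol tested in wt cells, adjusted over lists. Counts of a list's genes are given with p-values adjusted over all tested transcripts and adjusted over the list alone. With 3 against 3 arrays an exact permutation p cannot fall below 0.1, so none is given. The fold change thresholds are those the paper states; the paper filtered by fold change before adjusting p, while here the threshold was applied after adjustment. Lists use 1 probe per gene, that with the highest mean intensity. The hybridization batch was taken as the experiment named in the scanner tables, and the slide lot as the first part of the slide number. Tables were written with data.table 1.17.8 and Python 3.11.15, correlations estimated with statmod 1.5.0, and figures drawn with matplotlib 3.10.9.

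Genes named are those of Table 12 and others the paper names, whose values in the paper had been seen; per genotype the 10 largest rises and 10 largest falls among changed transcripts without overlap between times; per list and genotype the 4 changed members with the largest change, or the 2 brightest if none changed; and per category and subcategory the 5 largest changes in wt cells. For a gene with several probes, that of the paper's accession was used, otherwise the brightest. Other genes are named only as members of a list or count.

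The procedure was tested on simulated data, with values drawn around each genotype's 0 h means with its own spread per probe, independent between probes, and changes added. For 1.5, 2 and 3-fold changes limma called 53.7%, 95.5% and 98.5% in wt (2 false calls), 20.9%, 89.6% and 93.9% in *relA*-/- (5) and 71.6%, 92.5% and 100% in *relB*-/- cells (7). Interactions were called for 38.8%, 73.1% and 83.3% between wt and *relA*-/- (27 false calls) and for 38.8%, 68.7% and 83.3% between wt and *relB*-/- cells (15); the changes were added to wt values alone, so no difference between the mutants was simulated. Of 30, 24 and 26 lists that were not moved in wt, *relA*-/- and *relB*-/- cells, camera called 0, and it called the moved list in each.

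Of the alternatives, 21 were set at the start: other background corrections, normalizations, floors, flag filters, thresholds, tests, blocks, list settings and leaving out each array. Another 5 were chosen after seeing the data: wt within batch 1 or 2, *relB*-/- within batch 4, probes above background on all arrays, and the authors' values with the paper's test and its fold change filter first.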

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

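Set before their results were seen were the tests of spread between arrays and of other splits of the arrays for differences between genotypes; all other tests in this part were chosen after. A result stands here because its change after stimulation differs between genotypes by an interaction test, or because the paper does not discuss it.

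Fewer transcripts changed in *relA*-/- cells (268) than in wt cells (559), a gap that narrows to 321 against 500 at 1.5-fold for both, 1325 against 1892 without a threshold, 539 against 777 under median scaling alone and 340 against 454 in 1 fit of all arrays, which shares the spread between genotypes, and widens to 166 against 410 with the flag filter on all 6 arrays, 143 against 563 with the replicate number as a block, 125 against 328 by the paper's test over all tested transcripts, and 126 or 127 against 559 without *relA*-/- 0 h replicate 1 or 2. Fewer probes above background on the *relA*-/- 10 h arrays are argued against: among probes above background on all 18 arrays, *relA*-/- calls were 52.7% of wt calls (139 against 264), and at most 62.5% (133 to 165 calls) with any 1 *relA*-/- array left out. A larger spread between *relA*-/- arrays stays open: wt changes simulated with that spread and threshold gave 1.56 times the *relA*-/- calls (mean 387, SD 11.7, 362 to 402 in 20 draws, against 248), above the bound of 1.5 set beforehand. Not every draw lies above that bound, and the simulation adds noise to means that already hold noise: with the wt spread it gave 521 calls, against 413. The wt run used the lower wt fold threshold, so the gap between the 2 runs does not isolate spread. Over these transcripts the median SD was 0.122 in *relA*-/- and 0.123 in wt cells, so the typical spread was not larger. Correlation within the *relA*-/- 10 h group was nonetheless the lowest of all groups. The slide lot cannot be told apart from treatment, since 0 of the *relA*-/- 0 h arrays are on the lot of the 10 h arrays; a smaller response of these cells may equally be biological.

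p53 target genes fell in wt cells (median -0.41) and not in *relB*-/- cells (0.10); the difference between wt and *relB*-/- cells was -0.58. The pattern is not particular to *relB*-/- cells: in *relA*-/- cells the list did not pass either (median -0.03, camera adjusted p 0.808). Its difference between wt and *relA*-/- cells was -0.25, and that between the mutants, -0.13, does not pass (camera adjusted p 0.352). The hybridization batch is argued against, as the weaker of the within-batch medians was still -0.36 in wt cells. Quantile normalization is argued against, as under median scaling alone the list lay -0.45 from the median of all tested transcripts. The state of the cells before treatment stays open: at 0 h the list was lower in *relB*-/- than wt cells, with a median of -0.20, as that explanation needs, but at 10 h it was 0.27 (15 genes higher, 6 lower; camera adjusted p 0.0691), where it needs a value within 0.1 of 0; as this 10 h difference does not pass, it does not exclude the explanation, and an effect of RelB, or of the cell line, may remain and was not tested.

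Immediate early genes rose in wt cells (median 0.19; adjusted p 0.0559 with an estimated correlation) and fell in *relB*-/- cells (-0.37), a difference of 0.70. The fall is not particular to *relB*-/- cells: the *relA*-/- median was -0.35 (camera adjusted p 0.000318, or 0.0819 with an estimated correlation). Their difference between wt and *relA*-/- cells was 0.56, and that between the mutants, 0.02, does not pass (camera adjusted p 0.218). The hybridization batch is argued against by the lower of the within-batch medians in wt cells, 0.14. Quantile normalization is argued against by a difference of 0.70 relative to all tested transcripts under median scaling alone. A higher level before treatment remains a candidate explanation, as at 0 h the list was higher in *relB*-/- than wt cells by a median of 0.32, and at 10 h lower by 0.36 (5 genes higher, 13 lower; camera adjusted p 0.140), which does not pass, where a higher level at 0 h alone would leave about 0; an effect of RelB itself is not excluded and was not tested.

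By interaction 1123 transcripts changed differently in wt and *relA*-/- cells, 360 in wt and *relB*-/- cells and 524 in *relA*-/- and *relB*-/- cells; 865, 332 and 381 of these had an array above background in each group compared. For a test of the grouping, each genotype was centred on its own mean, and genotype labels were exchanged between arrays of the same time. Of 100 such splits only 1, the real split, gave as many differences in each comparison, and the highest others were 38, 48 and 6. Chance in which array carried which genotype label is thus argued against for each. As the arrays of a group share 1 pool, this holds for spread between arrays alone, and chance differences between cell cultures are not excluded.

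Other lists whose change differed between wt and *relA*-/- cells, with median log2 difference and camera adjusted p by preset and estimated correlation: inflammatory NF-κB targets 0.38 (0.00508, 0.0197), DNA replication -0.26 (3.64e-05, 0.00171), mitosis -0.15 (0.00360, 0.0155) and p53 targets -0.25 (9.29e-06, 0.00197). Further lists were ribosome biogenesis -0.26 (1.32e-05, 0.00167), immediate early genes 0.56 (1.21e-08, 0.000409), extracellular matrix 0.44 (6.15e-07, 0.00167), cell adhesion receptors 0.33 (0.0208, 0.0968) and lysosome 0.35 (0.00394, 0.0455). Between wt and *relB*-/- cells they were DNA replication -0.37 (9.40e-13, 1.88e-05), mitosis -0.19 (2.02e-05, 0.00166), ribosome biogenesis -0.40 (3.67e-12, 1.88e-05), extracellular matrix 0.31 (2.45e-05, 0.00325) and cholesterol synthesis 0.20 (3.69e-05, 0.00175). Also between wt and *relB*-/- cells differed apoptosis regulators -0.11 (0.0424, 0.05003), contractile and SRF targets 0.12 (0.00233, 0.0145), ERK feedback 0.23 (0.00464, 0.0828), TGF-β and BMP targets 0.18 (0.0221, 0.0480) and lysosome 0.17 (0.0157, 0.0783). Between *relA*-/- and *relB*-/- cells they were ERK feedback 0.33 (0.000109, 0.0839) and TGF-β and BMP targets 0.35 (0.0271, 0.0839). These list differences take in every gene tested in at least 1 genotype, so members mostly below background in a genotype compared can enter. Of the 19 inflammatory targets, 12 were tested in *relA*-/- cells. With the estimated correlation, cell adhesion receptors against *relA*-/-, apoptosis regulators, ERK feedback and lysosome genes between wt and *relB*-/-, and both lists between *relA*-/- and *relB*-/- cells do not pass. By the preset correlation, apoptosis regulators end under the normexp correction (adjusted p 0.0878), without the flag filter (0.0666), with the flag filter on all 6 arrays (0.194), within wt batch 2 (0.267), among probes above background on all 18 arrays (0.372) and without wt 0 h replicate 1 or 3, wt 10 h replicate 1 or 2, *relB*-/- 0 h replicate 1 or *relB*-/- 10 h replicate 2 (0.0529 to 0.0951). TGF-β and BMP targets end between wt and *relB*-/- cells under the normexp correction (adjusted p 0.102), within wt batch 2 (0.143), among probes above background on all 18 arrays (0.0626) and without wt 10 h replicate 1 (0.0534), and between *relA*-/- and *relB*-/- cells with the floor at the 10th percentile (adjusted p 0.0893), without the flag filter (0.0598), among probes above background on all 18 arrays (0.128) and without *relA*-/- 0 h replicate 2 or *relA*-/- 10 h replicate 1 or 2 (0.0504 to 0.0769). ERK feedback between *relA*-/- and *relB*-/- cells ends under the normexp correction (adjusted p 0.0592), cell adhesion receptors end within wt batch 1 (adjusted p 0.0756) and within wt batch 2 (0.0632), and lysosome genes between wt and *relB*-/- cells within wt batch 1 (adjusted p 0.0640).

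Of the genes the paper names, those with a difference that passes are given here on the log2 scale, each for the 1 pair of genotypes with its smallest adjusted p. Between wt and *relA*-/- cells: *Cx3cl1* 0.97, *Dclk1* 0.60 and *Nfkb2* 0.48. In the paper's qRT-PCR the mean *Nfkb2* rise was not larger in wt than *relA*-/- cells. Between wt and *relB*-/- cells: *Ccl2* -0.52, *Cdkn1a* -1.36, *Egr2* 3.28, *Ier3* 1.32, *Nfkbia* -0.77, *Nr4a1* 2.05 and *Polk* -1.34. Between *relA*-/- and *relB*-/- cells: *Ccl7* -1.12, *Fabp4* 0.79 and *Fosl1* 1.03. For 3 others the fitted difference there is not a measured size: *Birc3* -1.16, *Cxcl10* -1.87 and *Enpp2* -1.93 were below background on all *relB*-/- 0 h arrays, and *Cxcl10* and *Enpp2* also on all *relA*-/- arrays. *Ccl7* between the mutants ends without *relB*-/- 10 h replicate 3 (-1.01, adjusted p 0.0513). *Cx3cl1* ends without wt 0 h replicate 2 or 3, wt 10 h replicate 1, 2 or 3 or *relA*-/- 0 h replicate 2 or 3 (0.89 to 1.01, adjusted p 0.0517 to 0.0882), and *Ccl2* without wt 0 h replicate 3 or *relB*-/- 10 h replicate 3 (-0.50 to -0.48, adjusted p 0.0512 to 0.0514). Within wt batches 1 and 2 *Cx3cl1*, *Ccl2* and *Nfkbia* do not pass (adjusted p 0.266, 0.152, 0.0730, 0.120, 0.0618, 0.0531, in pairs), nor *Dclk1* within batch 1 (0.0888); *Nfkb2* does not under median scaling alone (0.0839).

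Outside the transcripts that changed in wt cells, which the paper does not discuss, 640 changed in *relA*-/- or *relB*-/- cells.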

How the results depend on the processing

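Set at the start were all alternatives below except wt within batch 1 or 2, *relB*-/- within batch 4, probes above background on all 18 arrays, and the authors' values with the paper's test and fold change filter first, which were chosen after seeing the data. The counts of transcripts, categories, genotype differences and lists stayed within 1.5 times, and the 4 medians of transcripts that rose or fell in wt cells within the spread between arrays, wherever no value is listed below; the batch as a block cannot be fitted in *relA*-/- cells, whose arrays share 1 batch, so it gives no value there. Where a value is listed, the cause was not tested, except that a filter or threshold changes by construction how many transcripts are tested or can pass, and leaving out an array leaves fewer arrays. Within batch 1 or 2 the lone wt array of 1 time is assumed to vary like the others.

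A normexp background correction with offset 50: wt 110, *relA*-/- 53, *relB*-/- 141, category I 77, II 4, III 23, IV 6, changed outside wt 143, wt against *relB*-/- 606. Also there: *relA*-/- against *relB*-/- 793, *relA*-/- median of transcripts higher in wt 0.17, *relB*-/- median of those higher 0.28, *relA*-/- median of those lower -0.20. Median scaling only: *relA*-/- 539, II 73, wt against *relB*-/- 644, *relA*-/- against *relB*-/- 1085, *relA*-/- median of transcripts higher in wt 0.0870, *relB*-/- median of those higher 0.45, *relA*-/- median of those lower -0.35, *relB*-/- median of those lower -0.16. Limma without the flag filter: wt 0, *relA*-/- 0, *relB*-/- 33, category I 0, II 0, III 0, IV 0, changed outside wt 33, wt against *relA*-/- 373. Also there: wt against *relB*-/- 105, *relA*-/- against *relB*-/- 157. Flag filter on all 6 arrays: *relA*-/- 166, II 17, *relA*-/- median of transcripts higher in wt 0.27. No fold change threshold: wt 1892, *relA*-/- 1325, *relB*-/- 1382, category I 1115, II 244, III 351, IV 182, changed outside wt 1579, *relA*-/- median of transcripts higher in wt 0.16. Also there: *relB*-/- median of those higher 0.21, *relA*-/- median of those lower -0.20, *relB*-/- median of those lower -0.16. Threshold of 1.5-fold for every genotype: *relB*-/- 323. The paper's test adjusted over all tested transcripts: wt 328, *relA*-/- 125, *relB*-/- 259, category I 255, II 15, III 47, IV 11, changed outside wt 281, *relA*-/- median of transcripts higher in wt 0.30. Also there: *relA*-/- median of those lower -0.31, *relB*-/- median of those lower -0.27. In 1 fit of all 18 arrays: *relA*-/- median of transcripts higher in wt 0.25. The replicate number as a block: *relA*-/- 143, II 16. The hybridization batch as a block: *relA*-/- median of those lower -0.31. Camera with an estimated correlation: lists in wt 11, lists in *relA*-/- 0. Mutants called without a fold threshold: II 66, IV 83. Wt within batch 1: wt against *relA*-/- 328, wt against *relB*-/- 137, *relB*-/- median of those higher 0.31. Wt within batch 2: category I 603, wt against *relA*-/- 657, *relA*-/- median of transcripts higher in wt 0.15, *relB*-/- median of those higher 0.21, *relA*-/- median of those lower -0.22, *relB*-/- median of those lower -0.14. Probes above background on all 18 arrays: wt 264, *relA*-/- 139, *relB*-/- 314, category I 176, II 13, III 51, changed outside wt 314, *relA*-/- against wt at 10 h 4224, *relA*-/- median of transcripts higher in wt 0.32. Also there: *relA*-/- median of those lower -0.21. Without the flag filter, the wt and *relA*-/- counts of 0 by limma stand beside 2989 and 2622 transcripts at an unadjusted p under 0.05.

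Leaving out 1 array at a time gave ranges of: *relA*-/- median of those lower -0.29 to -0.24, wt against *relA*-/- 692 to 1294, wt against *relB*-/- 210 to 365, *relA*-/- 126 to 315, II 11 to 34. Further ranges were: *relA*-/- median of transcripts higher in wt 0.19 to 0.24, *relA*-/- against *relB*-/- 302 to 809. Without *relA*-/- 0 h replicate 1 or 2 the *relA*-/- count was 126 or 127 and category II 11 or 15. Named genes kept the side of the threshold in 3029 of 3226 such tests, with 161 lost and 36 gained, and their genotype differences in 7033 of 7408, with 265 lost and 110 gained. Lists did so in 478 of 496 tests (8 lost, 10 gained), list differences in 1099 of 1116 (10, 7) and lists among categories in 1166 of 1188 (17, 5); none of these reversed.

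Among genes and differences past the threshold in either setting, direction turned only under the normexp correction, for differences of *Areg* wt minus *relA*-/- 0.60, *Irf1* wt minus *relA*-/- 0.34, *Krtap1-5* wt minus *relA*-/- -0.0437, *Enpp2* wt minus *relB*-/- 0.36, *Mmp3* wt minus *relB*-/- 0.16, *Areg* *relA*-/- minus *relB*-/- -0.41, *Mmp3* *relA*-/- minus *relB*-/- 0.0843, of which those of probes below background in a group are not of a measured size. Among lists past the threshold in either setting, medians changed sign (median, adjusted p) under the normexp correction for ERK feedback wt minus *relB*-/- -0.0545 (0.0291); under median scaling alone for contractile genes wt minus *relB*-/- -0.0783 (0.00323), TGF-β and BMP targets wt minus *relB*-/- -0.0290 (0.00132), cholesterol genes wt minus *relB*-/- -0.00368 (0.000303), lysosome wt minus *relB*-/- -0.0285 (0.0232), blood vessel genes *relA*-/- minus *relB*-/- -0.0751 (0.0180), contractile genes *relA*-/- minus *relB*-/- -0.0564 (0.0180), cholesterol genes in wt -0.0634 (0.0893), inflammatory targets in *relA*-/- -0.10 (0.0471); without the flag filter for antigen presentation in wt -0.23 (0.0745), complement in wt -0.00833 (0.427); among probes above background on all 18 arrays for blood vessel genes in wt 0.00903 (0.0970). Replicate numbers do not pair the arrays: correlations between same-numbered arrays around their group means were 0.05, -0.04 and -0.05 in wt, 0.01, -0.03 and 0.02 in *relA*-/- and -0.09, -0.03 and -0.12 in *relB*-/- cells. Signal over background limits what can be tested: 33.5% to 46.0% of probes lay above background on an array, and 5926 probes on all 18.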

Differences from the paper's values

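No value here differs from the paper's by more than 1.5 times: for the 45 fold changes of Table 12 the largest ratio was 1.042, and all 45 lie within 10%. The paper's counts are 528 transcripts in wt cells and 366, 30, 102 and 30 in categories I to IV, against 559 and 389, 29, 108 and 33 here, where limma replaces the paper's test and the threshold follows the adjustment. The authors' log2 values with the paper's test and the fold change filter first, chosen after seeing the values, give 528, 366, 30, 102 and 30, and drop 0 of the 500 entries of the paper's list that match 1 probe by fold change in those values; the other 28 were not matched. Of these 500, 493 passed here and 7 stayed below the fold change threshold; 66 of the 559 passed only here. The paper kept 19580 probes, against 19629 here by the stated flag rule.

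The paper names the cell cycle as the enriched term of category II. Here that category holds 1 of 50 replication and 1 of 50 mitosis genes, with Fisher exact adjusted p of 0.448 for each list. Both lists are narrower than the paper's cell cycle term, and the paper states no adjustment of its p-values over terms. These values therefore do not test the paper's result. In category I it gives cell cycle terms the lead; here mitosis (adjusted p 2.78e-06) and replication (7.40e-05) pass, and ribosome biogenesis has the smallest value (1.86e-09). Adhesion terms are named for I/1. Adhesion receptors had 2 of 17 genes there (Fisher exact adjusted p 0.151, and 0.0138 with 1.5-fold for every genotype), while matrix genes, a separate list, were enriched there. The receptor list is narrower than the paper's adhesion terms and does not test them. *Cx3cl1*, assigned to both factors, differed from *relA*-/- cells by 0.97 (adjusted p 0.0390) and from *relB*-/- cells by 0.88 (adjusted p 0.100), or by 0.69 (adjusted p 0.00157) under normexp. The paper assigns *Irf1*, *Cd74* and *Cxcl10* to RelA and *Pparg* to RelB; as the first was above background on 1 of 6 *relA*-/- arrays, *Cd74* and *Cxcl10* on 0 of 6, and *Pparg* on 0 of 6 *relB*-/- arrays, their changes in that mutant were not measured here, and differences fitted for them, such as -0.07 (adjusted p 0.845) for *Irf1* between wt and *relA*-/- cells, or 0.34 (adjusted p 0.0161) under normexp (over its alternatives adjusted p 0.0161 to 0.971), rest mostly on values below background there and do not settle these assignments. The paper's own qRT-PCR, in RNA from independent stimulation experiments, places *Irf1*, *Cd74*, *Cxcl10* and *Pparg* in the same subcategories as its arrays. That evidence was not re-analysed here. A p-value that misses 0.05 leaves open whether the changes differ. Fold changes are stated to lie within 5-fold in either direction; in *relB*-/- cells *Enpp2* had a fitted 5.23-fold here, against a 0 h level below background that makes it at least 1.65-fold, and the paper's own table gives 5.10 for it; 0 other transcripts that passed limma and the threshold lay beyond 5-fold, while some that did not pass or were not tested did.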

Other observations

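The test of the fold change threshold and the splits of the arrays within each genotype for counts of transcripts were chosen after the result was seen; the splits for lists and for genotypes at 0 h and 10 h were set before.

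Matrix genes rose in wt cells: of these, 13 of 43 measured genes rose and 1 fell (the same adjusted over the list alone), the fall being *Has2* (median 0.33, camera adjusted p 5.35e-10, and adjusted p 0.0375 with an estimated correlation); the batch as a block and batches 1 and 2 gave 4.84e-09 and medians of 0.27 and 0.37. Of lysosome genes, 4 of 27 measured genes rose and 0 fell (the same adjusted over the list alone) (median 0.35, camera adjusted p 2.90e-06, and adjusted p 0.0386 with an estimated correlation; block and batches 1.47e-06 and medians of 0.29 and 0.37): *Ctsl*, a cathepsin gene, rose by 0.62 (SE 0.116, adjusted p 0.00684), *Ctsa* by 0.66 (SE 0.107, adjusted p 0.00377), *Dnase2a* by 0.69 (SE 0.103, adjusted p 0.00258) and *Pld3* by 0.67 (SE 0.128, adjusted p 0.00758); each of these 4 calls ends under median scaling alone, and without wt 0 h replicate 2 those of *Ctsl* (0.49 (adjusted p 0.0169)), *Ctsa* (0.56 (adjusted p 0.0125)) and *Pld3* (0.53 (adjusted p 0.0198)), and within wt batch 1 those of *Ctsl* (adjusted p 0.0644) and *Pld3* (adjusted p 0.0516). Ribosome biogenesis genes fell: of these, 0 of 40 measured genes rose and 15 fell (the same adjusted over the list alone) (median -0.46, camera adjusted p 7.75e-13, and adjusted p 0.0137 with an estimated correlation; block and batches 5.64e-13 and medians of -0.44 and -0.46), with *Exosc6* of the RNA exosome down by 0.81 (SE 0.140, adjusted p 0.00488). ERK feedback genes fell in wt cells, where 0 of 14 measured genes rose and 8 fell (the same adjusted over the list alone) (median -0.58, camera adjusted p 4.48e-06, and adjusted p 0.0266 with an estimated correlation; block and batches 5.40e-06 and medians of -0.46 and -0.52). Among them *Dusp6*, an ERK phosphatase gene, fell by 0.82 (SE 0.150, adjusted p 0.00611) in wt and 1.51 (SE 0.119, adjusted p 0.000171) in *relB*-/- cells; within wt batch 1 its change does not pass (-0.40 (adjusted p 0.0747)). In *relB*-/- cells 0 of 13 measured genes rose and 10 fell (the same adjusted over the list alone) (median -0.99, camera adjusted p 1.43e-11, and adjusted p 0.0479 with an estimated correlation), and in *relA*-/- cells 0 of 16 measured genes rose and 4 fell (0 and 5 adjusted over the list alone) (median -0.42, camera adjusted p 0.00157, and adjusted p 0.349 with an estimated correlation).

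Immediate early genes: in wt cells 7 of 25 measured genes rose and 2 fell (the same adjusted over the list alone), in *relA*-/- cells 0 of 22 measured genes rose and 5 fell (the same adjusted over the list alone) and in *relB*-/- cells 3 of 27 measured genes rose and 12 fell (the same adjusted over the list alone) (n = 3 arrays per group). Of the 640 transcripts that changed only outside wt, 206 passed in *relA*-/- cells (181 tested in wt, 99 different from wt) and 476 in *relB*-/- cells (426 tested, 72 different). *Egr1*, an early growth response gene, fell by 1.28 (SE 0.115, adjusted p 0.00376) in *relA*-/- and 1.12 (SE 0.0708, adjusted p 3.28e-05) in *relB*-/- cells, and *Ptgs2*, the cyclooxygenase-2 gene, at least 2.10-fold (adjusted p 0.00362) and by 1.79 (SE 0.149, adjusted p 0.000189) on the log2 scale. *Myc* fell by 1.35 (SE 0.0693, adjusted p 1.40e-05) in *relB*-/- cells and differed from wt by 1.13 (adjusted p 4.29e-06). *Mmp3*, a matrix metalloproteinase gene, rose in *relB*-/- cells from 0 h arrays all below background, with no minimum fold (adjusted p 0.000492), and stays under the threshold with the normexp correction.

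Genotypes compared at the same time also differ in cell line and, except for 1 *relB*-/- array at 0 h, in hybridization batch from wt. Between untreated genotypes ribosome biogenesis genes were higher in *relA*-/- than wt cells by 0.45 (camera adjusted p 0.000140, and adjusted p 0.00490 with an estimated correlation), and mitosis genes differed between *relB*-/- and wt cells by -0.30 (camera adjusted p 0.00327, and adjusted p 0.0418 with an estimated correlation). At 10 h inflammatory NF-κB targets differed from wt by -1.54 (camera adjusted p 0.00652, and adjusted p 0.0370 with an estimated correlation) in *relA*-/- and -0.74 (camera adjusted p 0.00172, and adjusted p 0.0212 with an estimated correlation) in *relB*-/- cells; before treatment the values were -1.40 (camera adjusted p 0.0511, and adjusted p 0.0788 with an estimated correlation) and -0.93 (camera adjusted p 0.0345, and adjusted p 0.069999 with an estimated correlation). Also at 10 h, ribosome biogenesis genes differed from wt by 0.71 in *relA*-/- (camera adjusted p 9.49e-08, or 0.000449 with an estimated correlation) and 0.56 in *relB*-/- cells (1.64e-08, or 0.000284). In *relB*-/- cells lysosome genes differed then by -0.52 (0.000181, or 0.0212) and complement genes by -2.82 (0.00630, or 0.0472). Of 6 complement genes 3 were tested in *relB*-/- cells, and of 19 inflammatory targets 12 in *relA*-/- and 15 in *relB*-/- cells. The medians of these 2 lists thus rest in part on probes mostly below background, and are not measured sizes. Single transcripts that differed from wt numbered 5525 and 4390 at 0 h and 6415 and 4444 at 10 h in *relA*-/- and *relB*-/- cells; 1 of 10 splits gave as many in each, and the highest others were 0, 0, 1 and 0, where 10 splits are too few for a share under 0.05.

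Lists that did not pass camera in wt cells, with genes higher and lower of those measured: unfolded protein response 2 and 3 of 25, oxidative stress 3 and 2 of 23, contractile and SRF targets 1 and 3 of 21 and TGF-β and BMP targets 1 and 4 of 15. TGF-β and BMP targets (median -0.14, camera adjusted p 0.0580, and adjusted p 0.258 with an estimated correlation) do pass under the normexp correction (adjusted p 0.0492), without the flag filter (0.0194), with the batch as a block (0.0349), within batch 1 (0.0386), within batch 2 (0.0348), without wt 0 h replicate 2 (0.0125) and without wt 10 h replicate 1 (0.0213). Markers of other cells were few: lymphocyte 0 and 0 of 4, macrophage 0 and 0 of 2, neural 0 and 0 of 3, muscle 0 and 2 of 3 and epithelial 0 and 2 of 3, and none of endothelium was measured. Of 13 housekeeping genes 0 changed by limma in each genotype (camera adjusted p 0.310; median -0.10 in wt). Cholesterol genes had 2 and 0 of 24 in wt cells (median 0.08, camera adjusted p 0.0329, and adjusted p 0.107 with an estimated correlation), and with the preset correlation do not pass under median scaling alone (adjusted p 0.0893), with the flag filter on all 6 arrays (0.0782), within wt batch 2 (0.150), among probes above background on all 18 arrays (0.0970) and without wt 0 h replicate 1 or wt 10 h replicate 3 (0.0510 to 0.0685).

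More transcripts outside wt changed in *relB*-/- than *relA*-/- cells, 2.31 times as many (476 against 206), and a candidate explanation is the lower fold change threshold for *relB*-/- cells. With 1.5-fold for every genotype the ratio was 0.886 (225 against 254), as that explanation requires.

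Within a genotype 3 against 3 arrays give only 10 splits, too few for a share under 0.05. The real split gave 559 transcripts in wt, 268 in *relA*-/- and 617 in *relB*-/- cells, and the highest other 0 in each; 1 of 10 gave as many. For lists the real split gave 17, 7 and 16 and the highest other 13, 4 and 5; 1 of 10 gave as many.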
